# Gene expression dysregulation domains are not a specific feature of Down syndrome

**DOI:** 10.1038/s41467-019-10129-9

**Published:** 2019-06-06

**Authors:** Helena Ahlfors, Nneka Anyanwu, Edvinas Pakanavicius, Natalia Dinischiotu, Eva Lana-Elola, Sheona Watson-Scales, Justin Tosh, Frances Wiseman, James Briscoe, Karen Page, Elizabeth M. C. Fisher, Victor L. J. Tybulewicz

**Keywords:** Gene expression, Gene regulation, Chromatin structure, Transcription, Experimental models of disease

## Abstract

Down syndrome (DS), trisomy of human chromosome 21 (Hsa21), results in a broad range of phenotypes. A recent study reported that DS cells show genome-wide transcriptional changes in which up- or down-regulated genes are clustered in gene expression dysregulation domains (GEDDs). GEDDs were also reported in fibroblasts derived from a DS mouse model duplicated for some Hsa21-orthologous genes, indicating cross-species conservation of this phenomenon. Here we investigate GEDDs using the Dp1Tyb mouse model of DS, which is duplicated for the entire Hsa21-orthologous region of mouse chromosome 16. Our statistical analysis shows that GEDDs are present both in DS cells and in Dp1Tyb mouse fibroblasts and hippocampus. However, we find that GEDDs do not depend on the DS genotype but occur whenever gene expression changes. We conclude that GEDDs are not a specific feature of DS but instead result from the clustering of co-regulated genes, a function of mammalian genome organisation.

## Abstract (web summary)

Gene expression dysregulation domains (GEDDs) have been reported in Down syndrome (DS) cells, where changes in gene expression are clustered. Here the authors find that, while GEDDs are present in DS cells and in the Dp1Tyb mouse model of DS, GEDDs do not depend on the DS genotype and occur whenever gene expression changes, suggesting they result from the clustering of co-regulated genes as a function of mammalian genome organisation.

## Introduction

Down syndrome (DS), also known as trisomy 21, is a leading cause of cognitive deficits, occurring in 1 in 700 births. DS results in a broad range of phenotypes, including cognitive impairment, congenital heart defects, craniofacial abnormalities and early-onset dementia^1^. The predominant view is that these phenotypes result from an increased dosage of one or more of the genes on Hsa21; currently, Hsa21 is estimated to contain 234 protein-coding genes^2^. The increased dosage of these genes is predicted to lead to increased transcript and protein levels (for the coding genes), which in turn would affect cellular and organismal physiology resulting in the observed pathologies. One DS pathological mechanism may be through the action of proteins such as transcription factors or chromatin modifiers that alter expression of other non-Hsa21 genes. A notable recent study proposed that trisomy 21 results in genome-wide transcriptional changes in which upregulated or downregulated genes are clustered in regions termed gene expression dysregulation domains (GEDDs), with genes whose expression changes in the same direction (up or down) being clustered^3^. The study postulated that GEDDs were the result of genome-wide chromatin changes in DS, potentially caused by overexpression of a chromatin modifier on Hsa21. The study also reported that GEDDs were present in a mouse model of DS named Ts65Dn that is trisomic for 132 protein-coding genes on mouse chromosome 16 (Mmu16) that are orthologous to Hsa21. However, the published study was limited in scope because GEDDs were identified using four replicate RNA samples derived from three independent fibroblast cultures isolated from a single pair of monozygotic twins discordant for trisomy 21, and the analysis of mouse Ts65Dn fibroblasts was carried out using just one replicate^3^.

Evidently, such genome-wide changes in gene expression could make a significant contribution to DS phenotypes and thus merit further investigation. We examined the phenomenon of GEDDs using a recently created mouse model of DS termed Dp1Tyb, which has three copies of the entire 23 Mb region of Mmu16 that is orthologous to Hsa21 containing 148 protein-coding genes, including all the 132 genes duplicated in Ts65Dn^4^. Dp1Tyb mice show a number of DS-like phenotypes, including congenital heart defects^4^, locomotor defects^5^, learning and memory deficits and craniofacial abnormalities (Eva Lana-Elola, Sheona Watson-Scales, Elizabeth M.C. Fisher and Victor L.J. Tybulewicz, 2019 unpublished).

Here we develop a robust statistical method to evaluate whether changes in gene expression are more clustered than expected by chance, a necessary feature of GEDDs. Using this approach, we are indeed able to detect GEDDs in both human DS fibroblasts and in Dp1Tyb mouse fibroblasts and hippocampus. However, we show that the presence of GEDDs does not depend on genotype (for example, DS in humans or the Dp1Tyb duplication in mouse) but is seen whenever gene expression changes. Indeed, we detect GEDDs in gene expression data sets with no relation to DS or mouse models of DS. Furthermore, we show that the boundaries of GEDDs correlate with boundaries of topologically associating domains (TADs), units of higher-order chromatin structure that are enriched in co-regulated genes^6,7^. We conclude that GEDDs are not a specific feature of DS but instead result from the organisation of mammalian genomes whereby genes located close to each other are more likely to be co-regulated.

## Results

### Differential gene expression in Dp1Tyb mouse embryonic fibroblasts (MEFs)

The report of GEDDs in gene expression data from human DS fibroblasts and DS induced pluripotent stem cells (IPSCs) and from mouse Ts65Dn fibroblasts (a model of DS)^3^ presented an opportunity to use mouse genetics to map and identify the dosage-sensitive gene(s) causing this phenomenon. We decided to make use of the recently described Dp1Tyb mouse model of DS, which carries a duplication of a 23 Mb region of Mmu16 that is orthologous to Hsa21 and contains 148 protein-coding genes^4^. This mouse strain has been backcrossed for well over 10 generations such that the genetic background of all animals is C57BL/6J with <0.1% genetic variability between mice. This duplicated region in Dp1Tyb includes all 132 Mmu16 genes duplicated in Ts65Dn but does not have increased dosage of any of the 43 coding genes non-orthologous to Hsa21 that are duplicated in Ts65Dn^8^. Thus, if GEDDs are caused by increased dosage of Hsa21 genes or their orthologues on Mmu16 in the mouse, they should also be seen in cells from Dp1Tyb mice. 

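In the GENCODE M21 annotation of GRCm38, the region from *Lipi* to *Zbtb21* inclusive, the genes in the strain's full name, lies on chromosome 16 from 75540514 to 97962622 and is 22.4 Mb long. It holds 386 annotated genes, of which 148 are protein-coding. *Lipi* (ENSMUSG00000032948) is on the minus strand and ends at 75586061. It had 1 count in total over the 9 mouse embryonic fibroblast (MEF) cultures of the paper's first RNAseq experiment, 4 WT and 5 Dp1Tyb, which is under the floor of 3 counts used here, so its expression was not tested. *Zbtb21* (ENSMUSG00000046962) is also on the minus strand and starts at 97943357. Most of it is overlapped on the same strand by *C2cd2*, which runs from 97855209 to 97962598. *Zbtb21* had between 496 and 722 counts in the WT cultures and between 645 and 830 counts in the Dp1Tyb cultures. Of the 250 genes of the region that the count table lists, 96 passed the threshold for expressed genes in MEFs, and 81 of these were protein-coding.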

The Dp1Tyb strain offers a further advantage in that we have also generated a series of strains with shorter nested duplications on Mmu16 (Dp2Tyb to Dp9Tyb), allowing mapping of the causative gene(s) and their eventual identification^4^.

Since GEDDs had been reported in gene expression data from human DS fibroblasts and Ts65Dn MEFs, we chose to analyse Dp1Tyb MEFs. 

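MEFs are fibroblasts grown from single embryos, here one culture per embryo. For each culture, the authors trimmed adapters from paired-end reads, mapped the reads to GRCm38 with TopHat, discarded reads that aligned to more than one place and counted the others per Ensembl gene with htseq-count. They deposited these counts without normalisation, the same counts divided by one DESeq2 size factor per culture, and their DESeq2 table of Dp1Tyb vs WT. The paper's text does not name the strand option of the counting or the release of the gene annotation. Total counts per culture were between 25571442 and 30009361 for WT, with a median of 26060542, and between 24804539 and 26782380 for Dp1Tyb, with a median of 26378396. The table lists 43629 genes, and 24467 of them had at least 1 count in some culture. The sample labels place 1 WT and 1 Dp1Tyb culture in a first set of cultures and the other 3 WT and 4 Dp1Tyb cultures in a second set. Differences between genotypes are therefore also given within the second set, while the first set holds 1 culture of each genotype and allows no test. All values were recomputed from the counts without normalisation. The analyses along chromosomes and by expression level used log2 fold changes shrunken toward 0, as in the deposited table, from DESeq2 with its beta prior. Across the 24467 genes, which are not independent replicates, these fold changes correlated with the deposited ones at 0.999. Expressed genes were those with a mean above 0.0997 RPKM, which is 3 SD below the mean of a normal curve fitted to log2 RPKM (mean 2.68, SD 2.00). This threshold kept 15733 genes on the 19 autosomes and the X chromosome, 15637 of them outside the duplicated region.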

We grew cultures of MEFs from four wild-type (WT) and five Dp1Tyb littermate embryos, isolated RNA from them and carried out RNA sequencing (RNAseq) in order to quantitate gene expression. 

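The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, two-sided and without covariates, was run on the 14567 genes kept by edgeR's filter on low counts. It gave 24 differentially expressed genes (DEGs) with an adjusted p below 0.05, and 456 genes with an unadjusted p below 0.05. The 456 genes are 3.13% of those tested, below the share of 0.05 that chance alone would give. Counts at an unadjusted p, here and below, are to be read against that share. Of the 24 DEGs, 22 lay within the duplicated region, and all 22 were higher in Dp1Tyb MEFs. The paper's 66 DEGs, counted in the deposited table, include 23 of the 24. Among alternatives that changed one choice at a time, DESeq2 with its current defaults in place of edgeR raised the number most, to 68 DEGs, 39 of them within the region. The replicate numbers in the sample labels could also pair each WT culture with a Dp1Tyb culture, although each came from a different embryo. Across genes, the deviations of same-numbered cultures from the mean of their genotype correlated at 0.35 on average, from 0.030 for replicate 3 to 0.732 for replicate 2. The mean was -0.09 for the other pairs of cultures. As deviations cancel within each genotype, a positive mean for some pairs forces a negative one for the others. The -0.09 is therefore no separate baseline, and these values do not settle whether the numbers mark pairs. With the replicate block in edgeR, 0 genes had an adjusted p below 0.05, while 802 genes had an unadjusted p below 0.05, 63 of them within the region. DESeq2 with its beta prior went the other way. It gave 67 DEGs, 39 of them within the region, without the block, and 98, 49 of them within, with it. The largest fold change among the DEGs of the region was that of *Cryzl1* (ENSMUSG00000058240), from 91689322 to 91728975. It had 866 ± 62.7 normalised counts (SD, n = 4) in WT and 1652 ± 78.2 (SD, n = 5) in Dp1Tyb MEFs. Its log2 fold change was 0.93 (standard error 0.069, adjusted p = 0.0021 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p stayed below 0.05 with each of the 9 cultures left out in turn. *Ifnar1* (ENSMUSG00000022967) rose from 2128 ± 291 (SD, n = 4) to 3875 ± 167 (SD, n = 5) normalised counts, and Dp1Tyb replicate 2 stood apart from the other Dp1Tyb cultures at 3583. Its log2 fold change was 0.86 (adjusted p = 0.0102 from the same edgeR test), and the adjusted p was below 0.05 in 6 of the 9 fits that each left out one culture. The next log2 fold changes were 0.72 for *D16Ertd472e* (ENSMUSG00000022864), 0.69 for *Son* (ENSMUSG00000022961) and 0.68 for *Ifngr2* (ENSMUSG00000022965). *Son* overlaps the expressed gene *Donson* on the opposite strand. The adjusted p of *D16Ertd472e* was 0.0415 with all cultures and above 0.05 in each of the 9 fits without one culture. *Zbtb21*, at the distal end of the region, had a log2 fold change of 0.38 (standard error 0.078, adjusted p = 0.246 from the same edgeR test), with Dp1Tyb replicate 1 apart from the other Dp1Tyb cultures at 801 normalised counts. For each of these 6 genes every Dp1Tyb culture was above every WT culture (exact permutation test, two-sided, p = 0.0079, the smallest p that 4 cultures against 5 allow). All but *Zbtb21* were picked as DEGs of the same cultures, so for them this p is no separate support.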

Differential gene expression analysis showed 66 significantly differentially expressed genes (adjusted *p* value [*p*_adj_] < 0.05) with 39 of these located within the duplicated region in Dp1Tyb, all of which were upregulated (Fig. 1, Supplementary Data 1). The mean fold change of these duplicated genes in Dp1Tyb vs WT MEFs was 1.47, close to the expected value of 1.5.

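Over the 22 DEGs of the duplicated region, the fold changes of the edgeR fit had a mean of 1.55. They ranged from 1.37 for *Scaf4* (ENSMUSG00000022983) to 1.91 for *Cryzl1*. Taken culture by culture relative to the WT mean, the mean fold change of these genes was between 1.50 and 1.58 in the 5 Dp1Tyb cultures, with an SD of 0.032, and between 0.965 and 1.05 in the 4 WT cultures. Averaged over all expressed genes of the region instead of the DEGs alone, the fold change was 1.46. The mean log2 expression of all these genes was 0.50 ± 0.039 (SD, n = 5) in Dp1Tyb relative to the WT mean, with an SD of 0.039 over the 4 WT cultures (exact permutation test, two-sided, p = 0.0079). Within the second set of cultures the difference was 0.51 (exact permutation test, two-sided, p = 0.029, the smallest p that 3 cultures against 4 allow), and between the pair of cultures in the first set it was 0.48. With each culture left out in turn and the DEGs called again, the mean fold change of the DEGs of the region was between 1.55 and 1.72. The 1.72 came from 2 DEGs, without WT replicate 3, and the 1.55 from 23, without Dp1Tyb replicate 2. Where few genes pass the threshold, their mean is tilted to large changes, so this range does not measure a shift of the whole region. Under edgeR with the replicate block no gene was a DEG, so that fit gives no mean.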

**Fig. 1:**
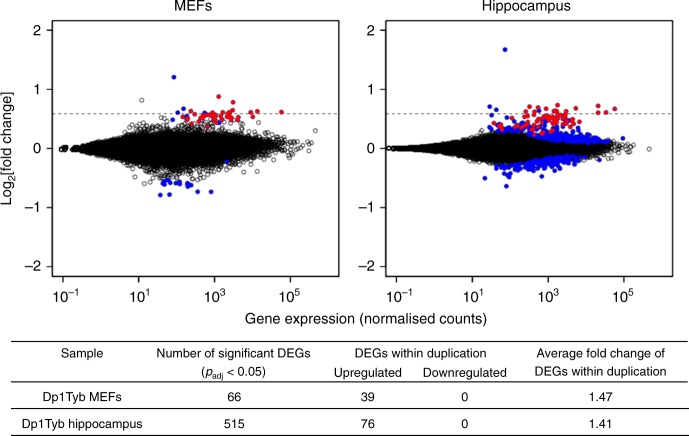
Differential gene expression in Dp1Tyb mice. Plots of log_2_[fold change] in the expression of each gene in Dp1Tyb mouse embryonic fibroblasts (MEFs, left) or hippocampus (right) compared to wild-type (WT) littermate controls, against mean expression of each gene. Genes are indicated by black circles, except for differentially expressed genes (DEGs, *p*_adj_ < 0.05) indicated in red if they are within the duplicated region and in blue if outside it. Dashed lines indicate a fold change of 1.5. Table at bottom shows the number of DEGs, the number of DEGs within the duplicated region in Dp1Tyb (all of which were upregulated) and the average fold change of the latter

### GEDDs in Dp1Tyb MEFs

The existence of GEDDs was previously proposed by analysing the fold change in gene expression of DS fibroblasts or IPSCs vs euploid cells and looking for clustering of upregulated or downregulated genes across the genome^3^. In this study, the visualisation of these domains of clustered gene expression changes was simplified using a Loess smoothed curve. However, the study did not determine whether the clustering of gene expression changes seen in human DS cells was statistically significant. We employed a similar approach to the gene expression data from Dp1Tyb MEFs to look for GEDDs. 

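Relative to the WT mean of each gene, the median log2 expression of the 96 expressed genes of the duplicated region was 0.0038 ± 0.034 (SD, n = 4) in WT cultures and 0.55 ± 0.021 (SD, n = 5) in Dp1Tyb cultures. Every Dp1Tyb culture lay above every WT culture, and the difference between the genotypes was 0.55, or 1.47-fold from the Dp1Tyb mean (exact permutation test over 126 relabelings, two-sided, p = 0.0079). The difference was 0.55 within the second set of cultures as well (exact permutation test over 35 relabelings, two-sided, p = 0.029), and 0.55 between the pair of cultures in the first set. Of the 96 genes, 89 had a shrunken log2 fold change above 0, and 12 were more than 1.5-fold higher. The median of the shrunken values was 0.42, which is 1.33-fold. Without shrinkage the median was 0.58, and over all genes of the region with at least 1 count, the alternative that moved it most, it was 0.16. With the replicate block the shrunken median was 0.41, and relabeling only within same-numbered pairs gave p = 0.125, the smallest p that this exact test allows. A loess curve over about 50 genes reached 0.43 in the region, or 1.35-fold.

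**Figure D1:**
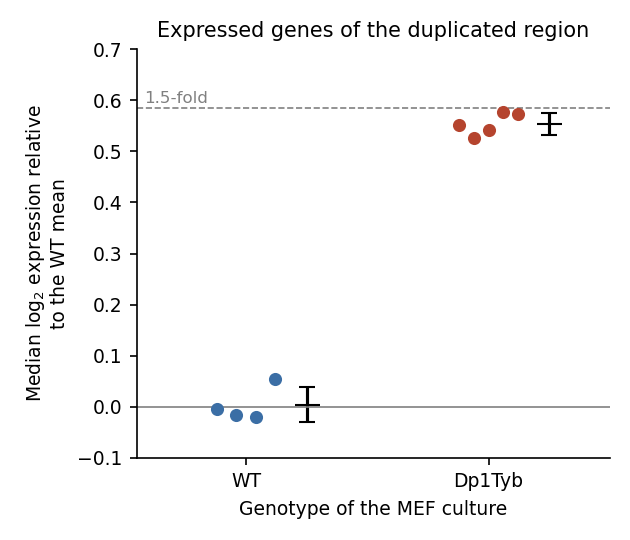
Median log2 expression of the 96 expressed genes of the duplicated region in each MEF culture, relative to the WT mean of each gene. Points are cultures (4 WT, 5 Dp1Tyb), horizontal marks with bars are the mean and SD of each genotype, and the dashed line is a fold change of 1.5; the Dp1Tyb cultures lie between 0.53 and 0.58, and the highest WT culture is at 0.054.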

As expected, we could see a clear increase of about 1.5-fold in gene expression in Dp1Tyb MEFs across the duplicated region of Mmu16 (Fig. 2). Across the rest of the genome, however, the fold changes were small (Fig. 2, Supplementary Fig. 1). 

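Over the 15637 expressed genes outside the duplicated region, the shrunken log2 fold changes had a median of 0.0070 and an SD of 0.107, against an SD of 0.223 over the genes of the region. The middle 50% of them lay between -0.055 and 0.064. Past a fold change of 1.5 in either direction were 18 genes, or 0.115%, against 12.5% of the expressed genes of the region. The lowest log2 fold change outside the region was -0.78 and the highest was 1.20. Leaving out shrinkage moved the SD most, to 0.356 with DESeq2 and 0.361 with edgeR, and with the replicate block it was 0.099. With the culture set as a covariate the SD was 0.099 as well.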

Notably, the changes in gene expression were much smaller than those previously reported for the comparison between DS and euploid human fibroblasts that had led to the concept of GEDDs (Supplementary Fig. 2a)^3^. These larger fold changes in the human data are most likely the consequence of much greater variation in gene expression seen in the RNAseq data (Supplementary Fig. 2b). 

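The loess curves were fitted to the shrunken log2 fold changes of expressed genes in chromosomal order, without the duplicated region, over windows of about 50 genes, since the paper's text names no span. The value farthest from 0 was -0.14, on Mmu13 at *Zfp87* (start 67515781), which is a fold change of 0.908. Next came a value of -0.13 on Mmu4 at *Alg6* (start 99715664). The highest values were 0.12 on Mmu4 at *Gm13245* (start 146480667) and 0.12 on Mmu3 at *Gm4540* (start 106034664). The largest value was 0.206 with windows of about 30 genes, 0.096 with about 100 genes and 0.113 with the replicate block. The alternative that moved it most was DESeq2 without shrinkage, which gave 1.00.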

Nonetheless, in the analysis of the RNAseq data from Dp1Tyb MEFs, the Loess smoothed curves showed regions of apparent clustered upregulation or downregulation. However, the extent of upregulation or downregulation was small, and from this analysis, it was not possible to determine whether such clusters were statistically significant.

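On each chromosome, between 6.52% (Mmu10) and 18.4% (Mmu7) of the genes lay where the loess curve was more than 0.05 from 0 on the log2 scale. The SD of the curve over the genes of one chromosome was between 0.026 (Mmu9) and 0.038 (Mmu13). With each culture left out in turn, the loess value farthest from 0 had a size between 0.12 and 0.21, and the SD of these sizes over the 9 fits was 0.034.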

**Fig. 2:**
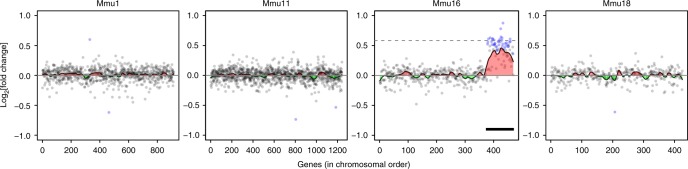
Change in expression in Dp1Tyb mouse embryonic fibroblasts (MEFs) as a function of chromosomal position. Plots show fold change of gene expression in Dp1Tyb MEFs vs wild-type control cells. Expressed genes are plotted in chromosomal order on the four example chromosomes. Genes that are significantly differentially expressed are indicated with blue dots, other genes are in grey. A Loess smoothing curve is superimposed with regions that are upregulated or downregulated indicated in red or green. Dashed line on Mmu16 indicates a fold change of 1.5. Note the upregulation of genes in the duplicated region on Mmu16 (thick black line)

To address this issue, we devised two statistical tests to determine whether upregulated or downregulated genes were clustered more than would be expected by chance, a necessary feature of GEDDs. First, for each chromosome we counted the numbers of flips defined as a change in the direction of the fold change from one gene to the adjacent gene on the chromosome (Fig. 3a). This number of flips was compared to the distribution of numbers of flips determined from 100,000 permutations of the same chromosome with randomised orders of the genes. Clustering of upregulated or downregulated genes would result in a significant decrease in the number of flips compared to the random (bootstrapped) distribution. Second, we used a spatial correlation measure^9^. To this end, we calculated an energy function *E* for each chromosome by multiplying the fold change of each gene with each of its two neighbours and then adding these products together for all genes on the chromosome (Fig. 3a). This measure takes into account the magnitude as well as the direction of the change of each gene and would be increased if there were more clustering of upregulated or downregulated genes. Again, this measure was compared to the distribution of *E* of 100,000 bootstrapped versions of the same chromosome. The presence of GEDDs would result in a larger value of *E* than expected by chance.

**Fig. 3:**
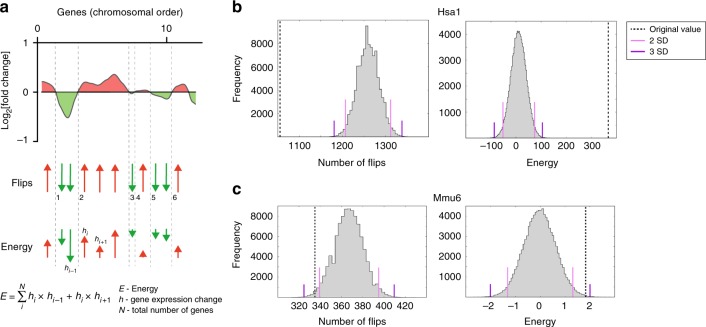
Statistical tests for gene expression dysregulation domains. **a** An example plot of fold change of gene expression against chromosomal position showing regions in which expressed genes are upregulated or downregulated (red and green, respectively). Below this are shown the directions of the fold changes (red and green arrows) with a dashed black line indicating a flip, i.e. a change in direction of the fold change. In the example shown, there are six flips. The energy function (*E*) is calculated by taking into account both the direction and magnitude of the fold change and is defined as the sum over all genes on the chromosome of the products of the fold change (*h*) of a given gene (*i*) with the fold change of the previous gene (*i*–1) and the same product with the next gene (*i*+1). **b** Distribution of flips and energy in 100,000 versions of, for example, Hsa1 each with a different randomised order of genes from the human Down syndrome fibroblast expression data^3^. Pink and purple lines indicate 2 and 3 standard deviations (SD) away from the mean, respectively; dashed line shows the flips and energy for the actual non-randomised chromosome. **c** Distribution of flips and energy as described in **b**, for example chromosome Mmu6 in gene expression data from Dp1Tyb and wild-type mouse embryonic fibroblasts

We undertook both tests (numbers of flips, energy function) on the human DS fibroblast gene expression data in Letourneau et al., which had reported the existence of GEDDs^3^. On most chromosomes, we were indeed able to detect significantly decreased numbers of flips and increased energy compared to the numbers expected by chance (>2 standard deviations (SDs) from mean of randomised distribution), validating these two approaches, and confirming the presence of GEDDs statistically (Fig. 3b, Supplementary Fig. 3, Supplementary Fig. 4, Table 1). Next, we examined the RNAseq data from Dp1Tyb and WT MEFs. Here again we found significantly decreased numbers of flips and increased energy on most chromosomes, implying that GEDDs were also present in Dp1Tyb MEFs (Fig. 3c, Supplementary Fig. 5, Supplementary Fig. 6, Table 1).

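In Dp1Tyb vs WT MEFs, the flips and the energy of each chromosome were computed from the shrunken log2 fold changes of expressed genes outside the duplicated region and set against 100000 random orders of the same genes. The number of genes per chromosome ran from 391 on Mmu16 to 1303 on Mmu2. Flips were more than 2 SD below the random mean on 5 of the 20 chromosomes, Mmu5, Mmu15, Mmu18, Mmu19 and MmuX. Energy was more than 2 SD above the random mean on 15 of 20, all except Mmu10, Mmu12, Mmu14, Mmu16 and Mmu17. By chance, 0.455 chromosomes per measure are expected past 2 SD on one side. Flips were below the random mean on 19 chromosomes and energy above it on all 20, and no chromosome was past 2 SD in the opposite direction. Mmu5 had the fewest flips relative to chance, 419 against a random mean of 476 ± 15.4 (SD), which is -3.69 SD. The highest energy relative to chance was on Mmu11, 3.27 against a random mean of -0.019 ± 0.742 (SD), which is 4.42 SD. The permutation p for Mmu5 flips was 1.3e-04 and that for Mmu11 energy was 3.0e-05, both one-sided. After Benjamini-Hochberg adjustment over the 20 chromosomes they were 0.0026 and 6.0e-04. Below an adjusted permutation p of 0.05 were 1 chromosome for flips and 16 for energy. The alternative that moved the flips most was a stricter threshold for expressed genes, 2 SD below the fitted mean, with which 11 chromosomes had fewer flips. The energy moved most with edgeR's log2 fold changes, which are not shrunken, to 7 chromosomes. With the replicate block, fewer flips were found on 2 chromosomes and higher energy on 12, and with the culture set as a covariate on 5 and 15.

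**Figure D2:**
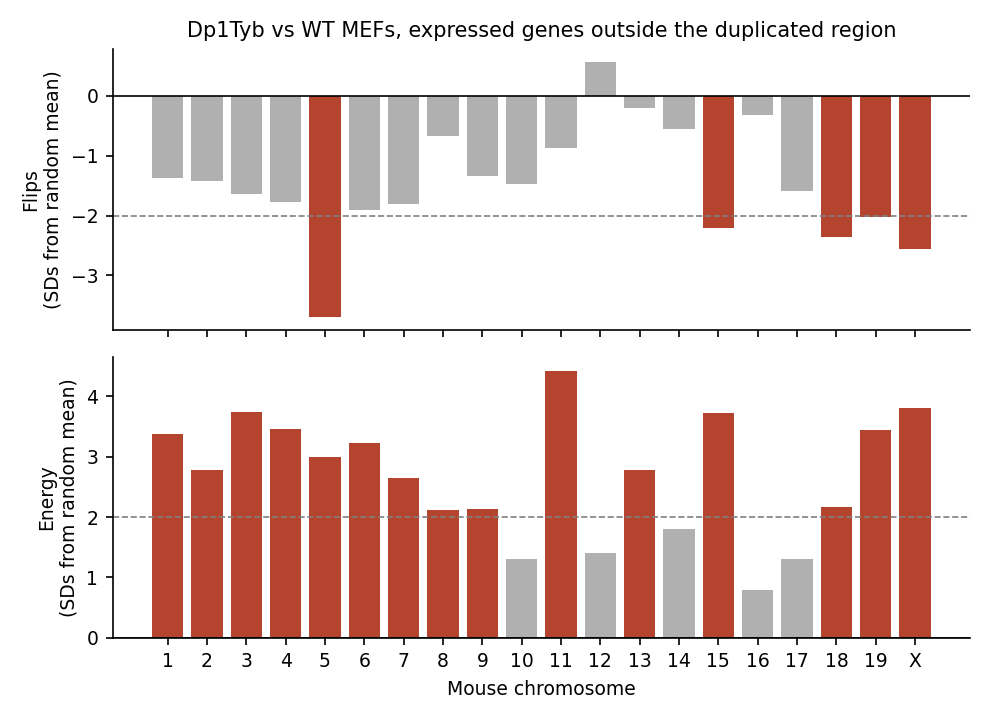
Flips (upper panel) and energy (lower panel) of each mouse chromosome in Dp1Tyb vs WT MEFs, in SDs from the mean of 100000 random gene orders. Dashed lines mark 2 SD, and chromosomes past it are red: 5 for flips, the farthest being Mmu5 at -3.69, and 15 for energy, the farthest being Mmu11 at 4.42.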

**Table 1:** Human DS fibroblasts^3^ and mouse Dp1Tyb MEFs and hippocampus show GEDDs

Sample	Number of significant chromosomes	
	Flips	Energy
Human DS fibroblasts	20	22
Dp1Tyb MEFs	7	16
Dp1Tyb hippocampus	8	17

Table shows the numbers of chromosomes that had significantly (>2 SD) reduced numbers of flips or increased energy in comparisons of changes in gene expression in human DS vs euploid fibroblasts or in Dp1Tyb vs WT MEFs or hippocampus

DS, Down syndrome; GEDD, gene expression dysregulation domain; MEF, mouse embryonic fibroblast

### GEDDs in Dp1Tyb hippocampus

The analysis by Letourneau et al. showed a correlation in the distribution of GEDDs between those seen in human DS and mouse Ts65Dn fibroblasts^3^. Thus we examined whether the same was true for gene expression changes detected in Dp1Tyb fibroblasts. However, excluding genes on Hsa21 and their orthologues on Mmu16, we were able to detect only a very small correlation in the expression changes between orthologous genes in human DS and mouse Dp1Tyb fibroblasts (Fig. 4a). 

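Outside the duplicated region, the edgeR quasi-likelihood test gave 2 DEGs, both higher in Dp1Tyb MEFs. The first was *a*, the nonagouti gene (ENSMUSG00000027596), on chromosome 2 from 154791402 to 155051012. It had 8.73 ± 2.28 normalised counts (SD, n = 4) in WT and 146 ± 77.7 (SD, n = 5) in Dp1Tyb cultures. The log2 fold change was 4.05 (standard error 0.43, adjusted p = 0.0102 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene overlaps the expressed genes *Raly*, *Eif2s2* and *Gm14226*. The second DEG was *Gm26937* (ENSMUSG00000098143), a processed pseudogene on chromosome 16 from 74961240 to 74962247, 578 kb proximal of the duplicated region. It had 0 or 1 counts in each WT culture and between 14 and 29 counts in each Dp1Tyb culture, so it was at least 7.14-fold higher (adjusted p = 0.012 from the same edgeR test). For both genes every Dp1Tyb culture was above every WT culture (exact permutation test, two-sided, p = 0.0079). Only DEGs without overlap between the genotypes were named outside the region, so this p was fixed by the rule and adds no support. With each culture left out in turn, 0 to 3 genes outside the region were DEGs, and between 338 and 683 genes over the whole genome had an unadjusted p below 0.05. Among genes with at least 10 counts in every culture, which leaves out both *a* and *Gm26937*, 0 genes outside the region were DEGs and 418 genes over the whole genome had an unadjusted p below 0.05. DESeq2 with its beta prior gave 28 DEGs outside the region, of which 20 were lower in Dp1Tyb MEFs. In edgeR the replicate block left no DEG outside the region, while DESeq2 with its beta prior and the same block gave 49, of which 31 were lower.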

In view of this and the very small changes in gene expression we saw between Dp1Tyb and WT MEFs (only 27 differentially expressed genes outside the duplicated region), we wondered whether another cell type might show larger differences in gene expression, making the correlation between human and mouse gene expression changes easier to detect.

**Fig. 4:**
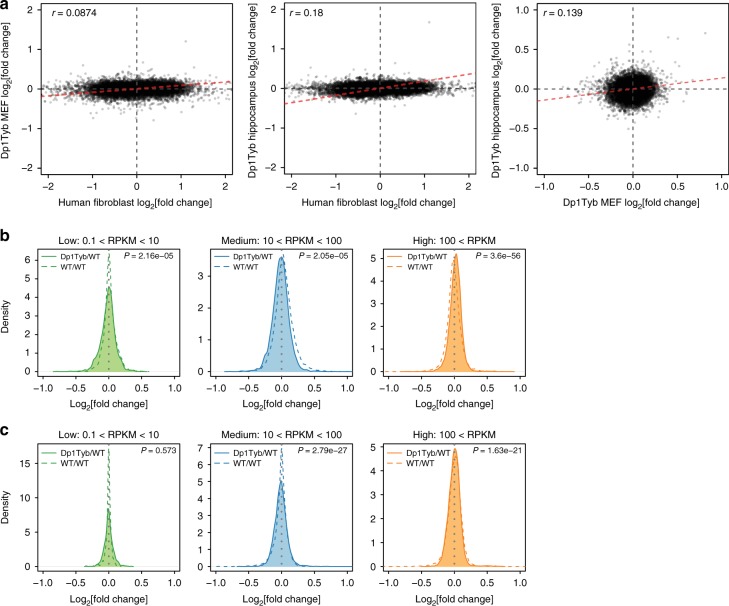
Very little correlation in gene expression changes between human Down syndrome (DS) and mouse Dp1Tyb fibroblasts or hippocampus and no preferential upregulation of lower expressed genes. **a** Correlation plots showing the fold change in gene expression comparing human DS vs euploid fibroblasts with Dp1Tyb vs wild-type (WT) mouse embryonic fibroblasts (MEFs) or hippocampus or comparison of the Dp1Tyb MEFs with hippocampus. Each dot is a gene (in human vs mouse comparisons orthologous genes were used). Dashed red line indicates best fit regression line. Correlation coefficient *r* is indicated for each comparison. Hsa21 genes and their mouse orthologues were excluded from the analysis. **b**, **c** Density plots of fold change in gene expression between Dp1Tyb vs WT MEFs (**b**) or hippocampus (**c**) (solid line) divided according to the level of gene expression: low (0.1 < RPKM < 10), medium (10 < RPKM < 100), high (100 < RPKM). Dashed line shows similar plots of a comparison of gene expression between two WT samples and two other WT samples. Statistical significance was calculated using Mann–Whitney test

We decided to evaluate the gene expression changes in hippocampus from five WT and five Dp1Tyb mice, since this region of the brain plays an important role in learning and memory and its function is altered in several mouse models of DS^10–17^, including Dp1Tyb (Elizabeth M.C. Fisher and Victor L.J. Tybulewicz, 2019 unpublished). Compared to the MEF expression data, we saw more changes in gene expression in the hippocampus. There were 515 significantly differentially expressed genes with 76 of these located within the duplicated region in Dp1Tyb, all of which were upregulated, and a further 439 differentially expressed genes outside the duplication (Fig. 1, Supplementary Data 2). The mean fold change of the duplicated genes in Dp1Tyb vs WT hippocampus was 1.41, once again close to the expected value of 1.5. Plots of fold change of genes along chromosomes also showed clear upregulation of genes across the duplicated region with only small changes across the rest of the genome (Fig. 5, Supplementary Fig. 7). Once again, the fold changes in gene expression were much smaller than those previously reported for the comparison between DS and euploid human fibroblasts^3^, most likely due to much higher variation in gene expression in the human data (Supplementary Fig. 2a, b). Moreover, analysis of clustering of gene expression changes showed many chromosomes with significantly decreased numbers of flips and increased energy confirming that GEDDs were also detectable in the Dp1Tyb hippocampus (Supplementary Fig. 8, Supplementary Fig. 9, Table 1).

**Fig. 5:**
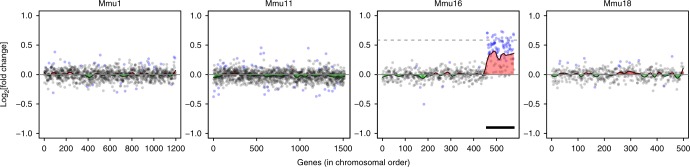
Change in expression in Dp1Tyb hippocampus as a function of chromosomal position. Plots show fold change of gene expression in Dp1Tyb vs wild-type hippocampus. Expressed genes are plotted in chromosomal order on the four example chromosomes. Genes that are significantly differentially expressed are indicated with blue dots, other genes are in grey. A Loess smoothing curve is superimposed with regions that are upregulated or downregulated indicated in red or green, respectively. Dashed line on Mmu16 plot indicates a fold change of 1.5. Note the upregulation of genes in the duplicated region on Mmu16 (thick black line)

The study reporting GEDDs in human DS fibroblasts showed that these domains were also seen in DS IPSCs with substantial correlation in the location and magnitude of GEDDs between these two different cell types^3^. Thus we examined the correlation in gene expression changes between the Dp1Tyb mouse hippocampus and Dp1Tyb MEFs. Excluding the duplicated genes on Mmu16, we were able to detect only very weak correlation (Fig. 4a). This lack of correlation was also seen in an overlay of the Loess curves of the RNAseq data from Dp1Tyb MEFs and hippocampus (Supplementary Fig. 10). Furthermore, there was also very low correlation in the gene expression changes between Dp1Tyb hippocampus and human DS fibroblasts (Fig. 4a). Taken together, these data show that GEDDs can be detected in Dp1Tyb MEFs and hippocampus using sensitive statistical tests, but as shown by the very poor correlation in expression changes, the location of these is not conserved between human DS and mouse models or indeed between different tissues in the Dp1Tyb mouse strain.

### GEDDs are not caused by a decreased dynamic range of gene expression

Letourneau et al. reported that, in the comparison of DS and euploid fibroblasts, DS cells had elevated expression of genes expressed at a low level and decreased expression of more highly expressed genes^3^. Since genes tend to be clustered according to level of expression, the authors suggest that GEDDs may arise because of a smaller dynamic range of gene expression in DS cells compared to euploid cells, leading to clustered increases in gene expression of lowly expressed genes and clustered decreases of highly expressed genes. In view of this, we examined the gene expression changes in Dp1Tyb MEFs and hippocampus compared to WT controls as a function of gene expression level. Following the approach used by Letourneau et al.^3^, we divided genes into low, medium and high levels of expression and evaluated the distribution of fold changes in gene expression between Dp1Tyb and WT MEFs or hippocampus in comparison to the control of comparing WT to WT expression. We saw no evidence for increased or decreased fold changes in Dp1Tyb cells in the lowly or highly expressed genes, respectively (Fig. 4b, c). Thus there is no change in the dynamic range of gene expression in Dp1Tyb MEFs or hippocampus, and this cannot explain the GEDDs in these cell types.

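In MEFs, the expressed genes outside the duplicated region were divided by their mean RPKM over all cultures into 11352 with low, 3903 with medium and 377 with high expression. The few genes between the threshold of 0.0997 RPKM and the lower class limit of 0.1 RPKM are in no class. The median shrunken log2 fold change of Dp1Tyb vs WT was -0.0033 for low, 0.026 for medium and 0.041 for high expressed genes. Per culture and relative to the WT mean, the median log2 expression of low expressed genes was 0.0036 ± 0.042 (SD, n = 4) in WT and -0.0090 ± 0.033 (SD, n = 5) in Dp1Tyb, which differed by less than the spread of either genotype (exact permutation test, two-sided, p = 0.651). Dp1Tyb replicate 2 stood apart from the other Dp1Tyb cultures at -0.065. For high expressed genes the values were -0.00028 ± 0.145 (SD, n = 4) and 0.049 ± 0.097 (SD, n = 5) (exact permutation test, two-sided, p = 0.587). Medium expressed genes differed by 0.029 (exact permutation test, two-sided, p = 0.556). Within the second set of cultures the differences were 1.6e-05, 0.0034 and 0.0047 for low, medium and high expressed genes. The exact permutation p-values there, two-sided, were 1, 0.971 and 0.886. Between the pair of cultures in the first set, which allows no test, the differences were larger, at -0.043, 0.095 and 0.156. With the replicate block the median fold changes were -0.0031, 0.027 and 0.033, and relabeling within same-numbered pairs gave an exact permutation p of 0.5 for each class. The sign changed for low expressed genes without WT replicate 1 (0.0097), for medium expressed genes without Dp1Tyb replicate 2 (-0.0022) and for high expressed genes without WT replicate 1 (-0.010). In the 3 comparisons of a pair of WT cultures with the other pair, in the order that puts WT replicate 1 in the first pair, the median of low expressed genes was between 0.014 and 0.025, and that of high expressed genes between -0.126 and -0.059.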

### GEDDs are not due to increased mRNA levels in Dp1Tyb cells

A recent study by Mowery et al. demonstrated that interleukin-7-cultured pro-B cells from Ts1Rhr mice had increased levels of mRNA compared to WT controls^18^. This mouse strain has a duplication of a 33-gene Hsa21-orthologous region on Mmu16, which is entirely included within the duplication in Dp1Tyb mice^4,19^. The study demonstrated that this increase in mRNA is caused by an additional copy of the *Hmgn1* gene, which codes for HMGN1, a nucleosome-binding protein that modulates chromatin compaction. Furthermore, the increase in mRNA level was not even, with a larger increase in lower expressed genes and a smaller increase in the more highly expressed genes. The authors argue that, in a standard RNAseq analysis that assumes no change in overall RNA levels and is normalised to median read counts (relative normalisation), this uneven increase in RNA levels would lead to an apparent increase in the expression of lower expressed genes and decrease in the expression of higher expressed genes. This in turn would result in the appearance of GEDDs because of the tendency for genes to be clustered according to the level of expression. Since the *Hmgn1* gene is duplicated in Dp1Tyb mice and significantly increased in the expression in both Dp1Tyb MEFs and hippocampus (Supplementary Data 1, 2), it is possible that the GEDDs we observed in tissues from these mice might also be a consequence of increased mRNA levels and the use of relative normalisation. 

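In MEFs, *Hmgn1* (ENSMUSG00000040681) lies within the duplicated region, on the minus strand from 96120618 to 96127729. It had 6972 ± 204 normalised counts (SD, n = 4) in WT and 10786 ± 588 (SD, n = 5) in Dp1Tyb cultures, a fold change of 1.55. The log2 fold change was 0.63 (standard error 0.069, adjusted p = 0.0102 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lowest Dp1Tyb culture had 10050 normalised counts and the highest WT culture 7258 (exact permutation test, two-sided, p = 0.0079). With each culture left out in turn, the log2 fold change stayed between 0.61 and 0.66, and the adjusted p was below 0.05 in 5 of the 9 fits. Over all alternatives, including those that changed the test, the adjusted p ran from 1.7e-19 to 0.129, and the direction was the same in all 20.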

To address this possibility, we carried out another RNAseq experiment on Dp1Tyb and WT MEFs, but this time added non-mammalian synthetic ERCC (External RNA Controls Consortium) RNA controls at a fixed amount per cell to each sample, similar to the strategy employed by Mowery et al.^18^. To determine whether the overall amount of mRNA was increased in Dp1Tyb MEFs, we analysed the data by normalising to the spiked-in ERCC controls (absolute normalisation) and compared this to relative normalisation of the same data. We found that the mean fold change of gene expression between Dp1Tyb and WT MEFs was ~1.8% higher using absolute normalisation compared to relative normalisation, indicating a small increase in overall mRNA level in Dp1Tyb MEFs (Supplementary Fig. 11a). This is much less than the ~10% increase seen by Mowery et al. in Ts1Rhr pro-B cells^18^ and may be partly accounted for by the increase in the transcriptome in Dp1Tyb cells compared to WT cells (~0.7%). Importantly, we could see no skewed increase in expression in favour of lower expressed genes (Supplementary Fig. 11b), thus an increase in mRNA level cannot explain the GEDDs detected in these cells.

### GEDDs are not caused by DS genotype

In view of the very low correlation between the human and mouse gene expression changes and the very small magnitude of these changes in both Dp1Tyb MEFs and hippocampus, we wondered whether the expression changes contributing to the detection of GEDDs were due to experimental variation and not to the human or mouse DS genotype. To address this, we repeated the analysis of the expression data from both the human DS fibroblasts^3^ and the mouse Dp1Tyb MEFs and hippocampus but mixed samples so as to eliminate the effect of genotype. The human DS fibroblast data consisted of four DS samples and four euploid samples. Thus we compared two DS and two euploid samples against two other DS and two other euploid samples, thereby eliminating the effect of genotype in the comparison. With 4 DS and 4 euploid samples, there are 18 possible combinations in which such no genotype difference comparisons could be carried out, and we calculated fold changes in gene expression for all of these. 

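For the Dp1Tyb MEFs, the 4 WT cultures and each choice of 4 of the 5 Dp1Tyb cultures were compared, since the paper's text does not name the Dp1Tyb culture left out. In each comparison, 2 WT and 2 Dp1Tyb cultures were set against 2 other WT and 2 other Dp1Tyb cultures. Each of the 5 choices gave 18 comparisons, 90 in all. These comparisons share cultures and are not independent, so their counts carry no error. Fold changes were fitted anew in every comparison, and the mean and SD of flips and energy under random gene orders were taken from closed formulas. For Dp1Tyb vs WT MEFs, these formulas differed from the permutations by at most 0.013 SD.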

Similar switching was carried out with the Dp1Tyb MEF and hippocampus data.

Plotting the fold changes superimposed on Loess smoothing curves from the genotype-switched analysis of the human DS fibroblasts suggested the presence of GEDDs, for example on Hsa21 (Fig. 6a, b). Analysis of GEDDs using the flips and energy measures showed that, for many chromosomes in most of the switched no-genotype-difference analyses, there were significantly reduced numbers of flips and increased energy, indicating GEDDs (Fig. 6c, d). Similarly, eliminating the genotype contribution in the mouse Dp1Tyb MEF and hippocampus data by switching genotypes still showed that in most of the switched combinations most chromosomes had detectable GEDDs as measured by flips or energy (Fig. 7a–h, Supplementary Fig. 12 and 13). Thus we conclude that clustering of upregulated or downregulated genes (i.e. GEDDs) is detectable even when there is no difference in genotype between the samples being compared and, in this case, is most likely due to small variations in gene expression from one fibroblast culture to another or from one mouse to another. Furthermore, this implies that GEDDs may not be a specific feature of DS.

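In the 90 no-genotype-difference comparisons of MEFs, the median number of chromosomes with fewer flips than chance was 8.5 of 20, with a range from 1 to 15. The median number with higher energy was 15, with a range from 4 to 19. More than 10 chromosomes had fewer flips in 26 comparisons, higher energy in 74, and one or the other in 79. The Dp1Tyb vs WT comparison was equalled or exceeded in 76 comparisons for flips and in 51 for energy. It parts every same-numbered pair of cultures, whereas the mixed comparisons can keep such a pair on one side. Of the 16 splits of the cultures that part every such pair, the real one included, 13 had as many chromosomes with fewer flips. For higher energy it was 3 of the 16. These splits are too few to tell whether the genotype adds to the clustering. In the 90 comparisons, depending on which Dp1Tyb culture was left out, the median was between 7.5 and 9.5 chromosomes for flips and between 14 and 16 for energy. Energy was higher than chance most often on Mmu2, in 89 comparisons, and least often on MmuX, in 15. Where both cultures of the first culture set were on the same side (36 comparisons), the medians were 8 for flips and 15.5 for energy. Where they were on opposite sides (36 comparisons), the medians were 9 and 14.5. Both measures moved most with a limit of 3 SD in place of 2 SD, to medians of 3 and 9 chromosomes.

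**Figure D3:**
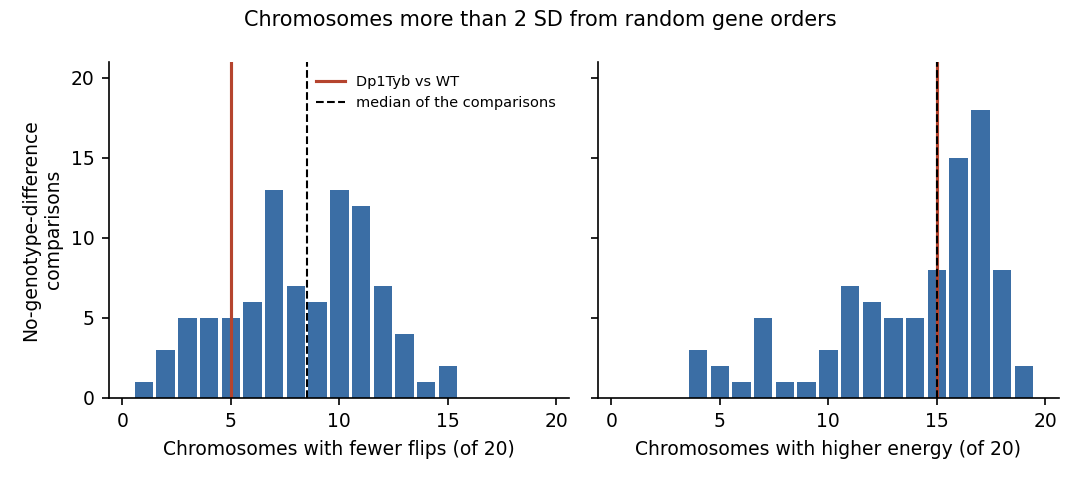
Number of no-genotype-difference comparisons of MEFs (vertical axis, 90 in all) by the number of chromosomes with fewer flips (left) or higher energy (right) than chance. The dashed line is the median of the comparisons (8.5 and 15), and the red line is Dp1Tyb vs WT (5 and 15).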

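The size of the expression changes without a genotype difference was measured in the same 90 MEF comparisons. The SD of the shrunken log2 fold changes over expressed genes outside the duplicated region had a median of 0.119 and ran from 0.042 to 0.292. In 53 comparisons it was above that of Dp1Tyb vs WT. The number of DEGs found by DESeq2 with its beta prior had a median of 1 and ran from 0 to 744. The fold changes of adjacent expressed genes correlated at 0.098 in Dp1Tyb vs WT MEFs, over 15617 pairs of genes, which are not independent replicates. In the no-genotype-difference comparisons the median of this correlation was 0.109, with a range from 0.037 to 0.141. From the clustering found after mixing the genotypes, the paper concludes that such domains are detectable without any difference in genotype between the samples. It proposes small variations in gene expression from one culture to another as their source.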

**Fig. 6:**
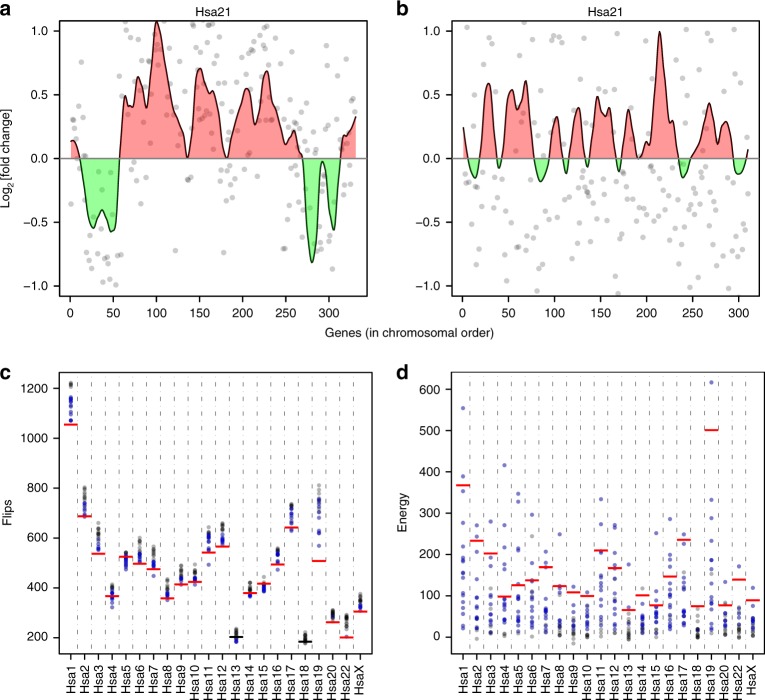
Gene expression dysregulation domains do not depend on the Down syndrome (DS) genotype. **a** Plot showing fold change of gene expression on Hsa21 in DS vs euploid human fibroblasts^3^. Expressed genes (grey dots) are plotted in chromosomal order. A Loess smoothing curve is superimposed with regions that are upregulated or downregulated indicated in red or green, respectively. **b** Same as **a** but the fold changes are computed between two DS and two euploid samples vs between two different DS and two different euploid samples. Note apparent regions of upregulation and downregulation in this no-genotype-difference comparison. **c**, **d** Plots of flips (**c**) and energy (**d**) for comparisons of different combinations of DS and euploid human fibroblast samples arranged such that there is no genotype difference in the comparison. Each dot is a comparison of different combinations of samples with blue indicating combinations that are significantly different (>2 SD) from the mean of bootstrapped chromosomes and black for not significant. Horizontal lines indicate the values obtained for the correct comparison of four DS vs four euploid samples (red, significant; black, not significant)

**Fig. 7:**
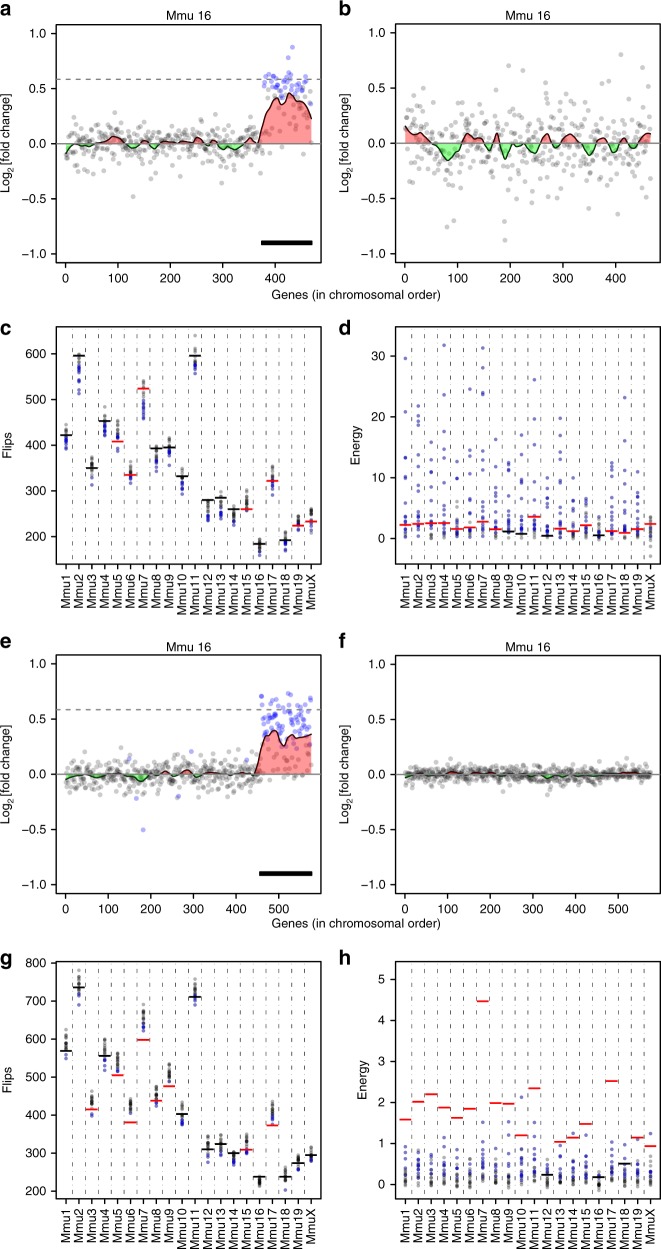
Gene expression dysregulation domains do not depend on the genotype of mouse models of Down syndrome (DS). **a** Fold change in gene expression on Mmu16 from a comparison of Dp1Tyb and wild-type (WT) mouse embryonic fibroblasts (MEFs). Expressed genes (grey dots) are plotted in chromosomal order. A Loess smoothing curve is superimposed with regions that are upregulated or downregulated indicated in red or green, respectively. Dashed line indicates a fold change of 1.5 and the thick black line indicates the duplicated region in Dp1Tyb mice. This is the same as the plot of Mmu16 in Fig. 2. **b** Same as **a**, but fold changes of gene expression on Mmu16 are from a no-genotype-difference comparison of two WT and two Dp1Tyb MEFs vs two other WT and two other Dp1Tyb MEFs. **c**, **d** Plots of flips (**c**) and energy (**d**) for comparisons of all possible no-genotype-difference combinations of WT and Dp1Tyb MEF samples. Each dot is a comparison of different combinations of samples, with blue indicating combinations that are significantly different (>2 SD) from the mean of bootstrapped chromosomes and black for not significant. Horizontal lines indicate the values obtained for the correct comparison of four DS vs four euploid samples (red, significant; black, not significant). **e** Fold change in gene expression on Mmu16 from a comparison of Dp1Tyb and WT hippocampus; identical to figure of Mmu16 shown in Fig. 5. **f** Same as **e**, but fold changes of gene expression on Mmu16 are from a no-genotype-difference comparison of two WT and two Dp1Tyb hippocampus vs two other WT and two other Dp1Tyb hippocampus. **g**, **h** Analysis of the distribution of gene expression changes in no-genotype comparisons for Dp1Tyb and WT mouse hippocampus data. Plots as in **c** and **d**

### GEDDs caused by genetic changes unrelated to DS

If GEDDs are not specifically caused by the DS genotype but are detected when expression changes are due to other causes, it may be that they are a general phenomenon occurring whenever the expression of genes changes. To address this, we turned to a completely unrelated RNAseq data set that one of us (H.A.) had previously worked on, consisting of gene expression in follicular and marginal zone B cells taken from mice with a null mutation of the *Zfp36l1* gene or from WT control mice^20^. We carried out three differential gene expression analyses, comparing WT and ZFP36L1-deficient follicular B cells, WT and ZFP36L1-deficient marginal zone B cells and WT follicular with WT marginal zone B cells. All three of these comparisons identified substantial numbers of differentially expressed genes^20^. Plots of fold changes in gene expression with Loess smoothing curves indicated the possible locations of clustered gene expression changes (Supplementary Fig. 14, and data not shown). Furthermore, analysis of clustering of gene expression changes once again showed many chromosomes with significantly decreased numbers of flips and increased energy confirming that GEDDs were also detectable in each of these three comparisons (Table 2). Thus we conclude that GEDDs are caused by perturbations in gene expression that are unrelated to DS and hence are not a specific feature of the syndrome.

**Table 2:** GEDDs observed in B cells null for ZFP36L1

Sample	Number of significant chromosomes	
	Flips	Energy
ZFP36L1-deficient vs WT follicular B cells	8	13
ZFP36L1-deficient vs WT marginal zone B cells	5	8
Follicular vs marginal zone WT B cells	4	10

Table shows the numbers of chromosomes that had significantly (>2 SD) reduced numbers of flips or increased energy in comparisons of changes in gene expression in ZFP36L1-deficient vs WT follicular or marginal zone B cells or in follicular vs marginal zone WT B cells

GEDD, gene expression dysregulation domain; WT, wild type

### GEDD boundaries align with TAD boundaries

Finally, we considered the relationship of the GEDDs that we had detected in Dp1Tyb MEFs and hippocampus with previously described genomic domains that relate to gene expression. TADs are regions of the genome showing increased intra-domain interactions compared to inter-domain interactions^6,7^. TADs appear to be loops of chromatin held together at their ends, one consequence of which is that genes within TADs are more likely to be co-regulated^21–23^. The boundaries of TADs are often marked by binding of the CTCF protein, which may be involved in the formation of TADs^6^. These boundaries also often correspond to the boundaries of replication domains, regions of either early or late replication^24^. Finally, some regions of the genome have been found to associate with the nuclear lamina. These lamina-associated domains (LADs) are typically regions of gene repression and correspond partially to TADs, though generally LADs are larger than TADs^25^. We compared the location of these elements relative to GEDDs and found that TAD boundaries and CTCF binding sites were enriched at GEDD boundaries from both Dp1Tyb MEFs and hippocampus (Fig. 8a, c). In contrast, there was no obvious enrichment of replication domain or LAD boundaries. Inverting the comparison, we found that GEDD boundaries and CTCF-binding sites were enriched at TAD boundaries, as were replication domain and LAD boundaries, although to a lower extent (Fig. 8b, d). Thus we conclude that the co-regulation of gene expression in GEDDs is most likely a consequence of their partial correspondence to TADs, genomic structures that tend to contain co-regulated genes.

**Fig. 8:**
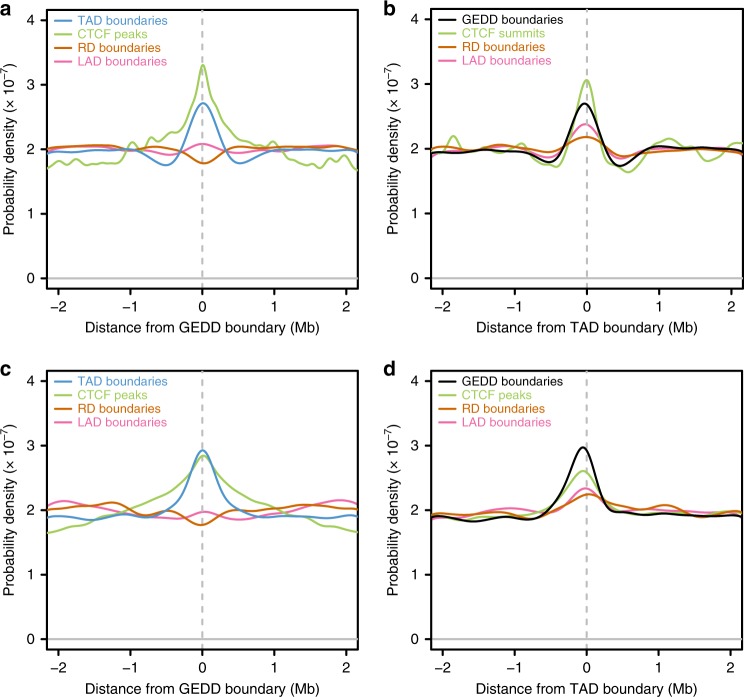
Boundaries of gene expression dysregulation domains (GEDDs) correlate with boundaries of topologically associating domains (TADs) and CTCF-binding sites. **a** Probability density plot showing the distribution of boundaries of TADs, lamina-associated domains (LADs) and replication domains (RDs) and CTCF-binding sites, all from mouse embryonic fibroblasts (MEFs), relative to a region of ±2.2 Mb around GEDD boundaries derived from the comparison of Dp1Tyb and wild-type (WT) MEFs. **b** Same elements as in **a** compared relative to TAD boundaries. **c** Density plot showing the distribution of boundaries of TADs from the cortex, boundaries of LADs and RDs from neural precursor cells and CTCF-binding sites from hippocampus relative to GEDD boundaries derived from the comparison of Dp1Tyb and WT hippocampus. **d** Same elements as in **c** compared relative to TAD boundaries

## Discussion

The recent report that DS cells show clustered upregulation or downregulation of gene transcription compared to euploid cells, a phenomenon termed GEDDs, gave rise to the hypothesis that at least some DS phenotypes may be caused by chromatin changes leading to genome-wide dysregulation of gene expression^3^. This is an important hypothesis to address in the context of trying to understand the pathological mechanisms that underpin DS phenotypes, since it suggests that some phenotypes may be the result of widespread changes of gene expression across the genome, rather than direct effects of increased expression of one or a few Hsa21 genes. The observation that GEDDs were also reported in the Ts65Dn mouse model of DS presented us with an opportunity to use the Dp1Tyb mouse strain and, potentially, the associated mapping panel of mouse duplication strains (Dp2Tyb to Dp9Tyb)^4^ to locate and identify the dosage-sensitive gene(s) that give rise to GEDDs, and hence, ultimately, to test the importance of GEDDs in causing DS phenotypes.

We developed two statistical tests to confidently detect clustering of gene expression changes occurring in the same direction and using these were able to show GEDDs in the gene expression data from human DS fibroblasts reported by Letourneau et al.^3^. We were also able to detect GEDDs in our own gene expression data from Dp1Tyb MEFs and hippocampus. However, the location of the expression changes was not conserved between the human and mouse data. We noted that the magnitude of the gene expression changes was larger in the human DS fibroblast data compared to the Dp1Tyb mouse fibroblast and hippocampus data. This difference may arise from the greater number of biological replicates used in our mouse studies compared to the original human DS fibroblast data^3^. This is supported by the larger variation in gene expression, i.e. more noise, in the human fibroblast data compared to our Dp1Tyb mouse fibroblast and hippocampus data.

Letourneau et al. had previously suggested that GEDDs may be caused by a smaller dynamic range of gene expression in DS cells with increased expression of lower expressed genes and decreased expression of higher expressed genes^3^. We saw no such effect in Dp1Tyb MEFs or hippocampus. More recently, Mowery et al. showed that an additional copy of the *Hmgn1* gene results in an increase in total RNA in mouse pro-B cells, with a larger increase in lower than in higher expressed genes^18^. They suggested that, because of this, the appearance of GEDDs in DS cells was an illusion caused by the use of relative normalisation of RNAseq data to the median gene expression in a sample. To test this idea, we carried out RNAseq on Dp1Tyb and WT MEFs with control spike-in RNAs, which allows an absolute normalisation of the data to the spike-ins, thereby determining absolute RNA levels. We found a small increase in RNA levels in Dp1Tyb MEFs, but this increase was not skewed towards the lower expressed genes and thus cannot explain the GEDDs we observe. This result agrees with our observation, discussed above, that using a relative normalisation there was no increased expression of lower expressed genes and decreased expression of higher expressed genes. We note that, despite an additional copy of the *Hmgn1* gene in Dp1Tyb MEFs and ~1.5-fold increased expression of the gene, the increase in RNA level was much smaller than that seen in Ts1Rhr pro-B cells, suggesting that the effects of *Hmgn1* overexpression may be cell-type specific.

Importantly, using two different approaches, we were able to show that the presence of GEDDs was not dependent on the DS genotype. First, we mixed samples and carried out differential gene expression analysis between sets of samples that no longer differed by DS genotype; this analysis still detected GEDDs. Second, we were able to detect GEDDs in an unrelated RNAseq data set comparing gene expression in B cells from WT and ZFP36L1-deficient mice. Thus we conclude that GEDDs are not a specific feature of DS but rather this spatial coordination of expression in the genome is seen whenever gene expression changes, even if this is caused by small stochastic variations in gene expression.

A recent publication by Do et al. questioned the validity of GEDDs in DS, based on an inability to reproduce the gene expression changes in human IPSCs and Ts65Dn MEFs reported by Letourneau et al.^26^. This report points out that gene expression data on the same DS IPSCs had been previously published by the same group^27^, but analysis of this latter data showed very little correlation in gene expression changes with the data in Letourneau et al.^26^. Furthermore, Do et al. also carried out RNAseq on Ts65Dn and control MEFs and showed that it did not correlate with the gene expression changes reported in Ts65Dn MEFs by Letourneau et al.^26^. Taken together, Do et al. suggest that GEDDs are not a reproducible feature of human DS IPSCs or of fibroblasts from the Ts65Dn mouse model of DS. These differences in gene expression changes may be a result of experimental variation; we note that the Letourneau et al.’s study used only three biological replicates for the RNAseq data from DS fibroblasts and only one replicate from DS IPSCs and Ts65Dn mouse fibroblasts^3^.

Our data show that, irrespective of whether the reported gene expression changes are caused by the DS genotype or by experimental variation, whenever gene expression changes between two different conditions, the upregulated or downregulated expression changes are clustered to a greater extent than would be expected by chance. This clustering of gene expression changes is likely to be caused by the non-random arrangement of genes in the mammalian genome. It has been recognised for some time that co-expressed genes are more likely to be located near each other in the genome^28^. Co-expressed mammalian genes are clustered at different scales, both at the level of neighbouring genes and in domains spanning many megabases^29,30^. In particular, TADs are genomic domains that are formed by chromatin loops and are often bounded by CTCF-binding sites^6,7^. As a consequence of increased intra-domain interactions in TADs, genes within them are more likely to be co-regulated^21–23^. We found that the boundaries of TADs and CTCF-binding sites were enriched at the boundaries of GEDDs, suggesting that GEDDs at least partially correspond to TADs. This observation explains why we detect a statistically significant increase in clustering of gene expression changes.

In summary, our results show that GEDDs are not a specific feature of DS, but are detected whenever gene expression changes, and are most likely a direct consequence of clustering of co-expressed genes in the mammalian genome.

## Methods

### Mice

C57BL/6J.129P2-Dp(16Lipi-Zbtb21)1TybEmcf/Nimr (Dp1Tyb) mice^4^ were bred at the MRC National Institute for Medical Research (now part of the Francis Crick Institute). All mice were backcrossed to C57BL/6JNimr for at least ten generations. MEFs were derived from five Dp1Tyb and four WT littermate E14.5 embryos. For the hippocampal RNAseq experiments, the whole hippocampus was dissected from 5 Dp1Tyb and 5 WT littermate male mice aged 18.5–19 weeks. All animal work was approved by the Ethical Review panel of the Francis Crick Institute and was carried out under Project Licences granted by the UK Home Office.

### Cell culture

For the generation of MEFs, E14.5 embryos were decapitated, eviscerated, minced and then treated with trypsin. Embryos were then titurated to obtain a single-cell suspension. Cells were cultured in Dulbecco’s modified Eagle’s medium (Gibco), 10% foetal bovine serum, 1× penicillin/streptomycin (Gibco) and 50 μM 2-mercaptoethanol (Gibco). MEFs were cultured for two passages and then prepared for RNA extraction by trypsinisation to remove them from the culture plates.

### RNA preparation, library preparation and sequencing

Total RNA was purified from MEFs using Trizol (Life Technology) following the manufacturer’s instructions. Where RNA spike-ins were used, 4 μl of a 1:100 dilution of ERCC RNA spike-in mix 1 (ThermoFisher), was added to 200,000 MEFs re-suspended in Trizol prior to RNA extraction. The MEF/spike-in/Trizol mixture was then extracted following the manufacturer’s instructions. Hippocampus was homogenised in Qiazol using a TissueRuptor II with disposable probes (Qiagen). RNA was extracted from the homogenised samples using the miRNeasy Kit (Qiagen) followed by treatment with Turbo DNAse (Ambion). RNA concentrations were measured using the Qubit 3 (Life Technologies) or the NanoDrop ND-1000 and RNA quality was assessed using the Bioanalyzer or the Tapestation 2200 (Agilent). Samples with a RNA integrity number >8.5 were taken forward for sequencing. RNAseq libraries were prepared with the TruSeq Stranded mRNA Sample Prep Kit (Illumina). Libraries were sequenced with an Illumina HiSeq 2500 using a 100 base paired-end protocol (MEFs) or with a HiSeq 4000 using a 75 base paired-end protocol (hippocampus) or 100 base paired-end protocol (MEFs with spike-ins).

### Analysis of RNAseq data

The quality of the sequencing data was assessed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and illustrated using the multiqc tool^31^ (Supplementary Fig. 15a–c). The adapter sequences were trimmed using TrimGalore! and the reads were mapped to the genome assembly GRCm38 using TopHat (version 2.0.12)^32^. Multialigning reads were discarded. Reads mapping to genes were counted using htseq-count^33^. A R/bioconductor package DESeq2 was used for analysis of differentially expressed genes^34^. Genes were considered as significantly differentially expressed between mutant and WT conditions when *p*_adj_ < 0.05. Data with the ERCC spike-ins was processed as described above with the following differences: data were mapped to the genome assembly amended with sequences of the ERCC synthetic spike-in RNAs (ThermoFisher) and was normalised using spike-ins before analysing differentially expressed genes using a R/Bioconductor package DESeq2. For each RNAseq sample, the total number of reads, as well as the number and percentage of unique and aligned pairs of sequences, are shown in Supplementary Fig. 15d.

For no-genotype-difference analysis, four samples of each genotype were used and their genotypes were mixed so that in each case we compared gene expression in two WT and two mutant samples against the gene expression of two other WT and two other mutant samples. With 4 WT and 4 mutant samples, there are 18 possible ways to make such comparisons where there is no difference in genotype between the groups of samples being compared; we calculated the expression changes in all such 18 combinations. Expressed genes were filtered using a cutoff value, which was determined by calculating the mean RPKM value for each gene, plotting the log_2_ transformed values as a density plot and then fitting a normal distribution to estimate the mean and SD, similar to a previously published approach^35^. Genes with a log_2_[RPKM] value bigger than mean − (3 × SD) were considered as expressed. R/Bioconductor was used to calculate all statistical tests (Loess smoothing function and Pearson correlation) and to visualise the data (fold change, correlation and density plots).

### Statistical analysis of GEDDs

Statistical significance of the existence of GEDDs in chromosomes was determined by using flip number and energy metrics for false discovery rate (FDR) calculations. A flip metric for each chromosome was calculated by applying the following function over all genes in a chromosome: $$F = \mathop {\sum }\limits_i^N \left\{ {\begin{array}{*{20}{c}} {1,{\mathrm{sign}}\left( {h_i} \right) \ne {\mathrm{sign}}(h_{i - 1})} \\ {0,{\mathrm{otherwise}}} \end{array}} \right.$$, where *F* is total number of flips, *N* is number of genes, and *h* is gene expression fold-change between two conditions taken from RNAseq experiments. A significantly low number of flips in the chromosome indicates the likely presence of GEDDs. The energy metric is defined as a sum of every gene interacting with its neighbouring genes: $$E = \mathop {\sum }\nolimits_i^N h_i \times h_{i - 1} + h_i \times h_{i + 1}$$ where *E* is total energy. A significantly high energy indicates the likely presence of GEDDs on a chromosome. An FDR calculation was performed by permuting the order of all genes in a given chromosome 100,000 times and then calculating flip and energy metrics for each permutation. This action creates normal distributions of these two metrics for each chromosome. Flip and energy metric values of the original gene order were placed within these distributions and were considered to be significant if they lay >2 SDs from the mean (FDR < 4.55% of event occurring randomly). Hsa21 was excluded from this analysis of human DS fibroblast data and genes in the duplicated region of Mmu16 were excluded from analysis of Dp1Tyb MEFs and hippocampus.

### Alignment of GEDDs with other genomic elements

A GEDD was defined as a set of two or more expressed, adjacent and similarly regulated (either positive or negative log2[fold change] values) genes. The boundaries of GEDDs were defined as being half way between two genes with opposite directions of fold change since we have no way of defining the location of these boundaries more precisely. The boundaries of GEDDs from MEFs were compared to the boundaries of TADs (Gene Expression Omnibus (GEO): GSE104367)^36^, LADs (GEO: GSE17051)^37^ and replication domains (GEO: GSM450292)^38^, all from MEFs and to CTCF-binding sites from MEFs (GEO: GSE104427)^36^. The boundaries of GEDDs from mouse hippocampus were compared to the boundaries of TADs from the mouse cortex (GEO: GSE35156)^39^, to LADs (GEO: GSE17051)^37^ and replication domains (GEO: GSM450284)^40^ from mouse neural precursor cells and to CTCF-binding sites from the mouse hippocampus (GEO: GSE84174)^41^. For each of these chromatin features, their relative distance to a GEDD or TAD boundary was calculated within a window of ±2.5 Mb around the boundary. The boundary orientation was considered for these two domains. A chromatin feature identified downstream of the start of the GEDD or TAD domain or upstream of the end of the domain was given a positive distance, whereas a feature upstream of the start of the domain or downstream of the end of the domain was given a negative distance. The Gaussian kernel density estimates were computed for the relative distances using the density function with default parameters in the stats R package.

### Numbers of genes

Numbers of coding genes were determined using Biomart in Ensembl (mouse genome assembly GRCm38.p5) filtering for protein-coding as gene type.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

All relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. All RNAseq data has been deposited in the Gene Expression Omnibus, accession number GSE109295. A reporting summary for this article is available as a Supplementary Information file.

# Supplementary material for: Gene expression dysregulation domains are not a specific feature of Down syndrome
**Source:** Nat Commun. 2019 Jun 6;10:2489. doi: 10.1038/s41467-019-10129-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Differential gene expression analysis between Dp1Tyb and WT MEFs. For each gene, the table shows the mean expression, fold change (Dp1Tyb v WT), p-value and p-value adjusted for multiple testing (padj).

**File name:** Supplementary Data 2

**Description:** Differential gene expression analysis between Dp1Tyb and WT hippocampus. For each gene, the table shows the mean expression, fold change (Dp1Tyb v WT), p-value and p-value adjusted for multiple testing (padj).

How the deposited data were processed for this re-analysis (not part of the article)

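RNA from 9 mouse embryonic fibroblast (MEF) cultures was analysed, 4 from WT and 5 from Dp1Tyb embryos, one culture per embryo. The authors trimmed adapters from paired-end reads, mapped the reads to GRCm38 with TopHat, discarded reads aligned to more than one place and counted the others per Ensembl gene with htseq-count. The deposited count table holds these counts without normalisation. The authors also deposited normalised counts, a signal equal to each count divided by one DESeq2 size factor per culture. These normalised counts were checked against the counts divided by size factors computed here, and the largest difference was 5.0e-05. The deposited DESeq2 table of Dp1Tyb vs WT gives the mean normalised signal over the cultures, which the authors call baseMean. It also gives the authors' log2 fold change with its standard error, both on the log2 scale and shrunken toward 0. The Wald statistic in the deposited table is a score, the ratio of fold change to error. The authors' p-value from the Wald test and its Benjamini-Hochberg adjusted value complete the table, with no adjusted value where DESeq2's independent filtering left a gene out. Only the counts without normalisation entered the tests, and the deposited results served for comparison.

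The count table lists 43629 genes, of which 42462 were matched to the GENCODE M21 annotation and 24467 had at least 1 count in some culture. Among the genes without a match, 65 had a mean count above 10. They have no position or length here and were left out of the analyses along chromosomes. Total counts were between 25571442 and 30009361 in WT and between 24804539 and 26782380 in Dp1Tyb cultures. A gene with no more than 3 counts in a culture was taken as at the floor, and a fold against a group at the floor is given as a lower bound. Floors cover counting error only, since reads without molecular identifiers are not independent molecules.

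Cultures were grouped by the genotype in their labels and in the paper. The labels also give a set of cultures and a culture number: WT replicate 1 and Dp1Tyb replicate 1 belong to set 1, and the other 7 cultures to set 2. The pairing behind the replicate block comes from the replicate numbers alone, and Dp1Tyb replicate 5 has no partner. The correlation of deviations between same-numbered cultures was 0.247, 0.732, 0.030 and 0.382 for replicates 1 to 4.

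Differentially expressed genes (DEGs) were found with edgeR 4.0.16 in R 4.3.3, with TMM normalisation, edgeR's filter on low counts and its quasi-likelihood test, two-sided, at a Benjamini-Hochberg adjusted p below 0.05. The test covered 14567 genes and had no covariate. The duplicated region was taken from *Lipi* to *Zbtb21* inclusive. Normalised counts of single genes are TMM-scaled. Shrunken log2 fold changes came from DESeq2 1.42.0 with its beta prior. RPKM was computed from the count, the total counts of the culture and the summed length of all exons of the gene. Genes with a mean above 0.0997 RPKM counted as expressed, 3 SD below the mean of a normal curve fitted to log2 RPKM. Genes were put in order by start position on the 19 autosomes and the X chromosome, without the duplicated region. A flip was a change of sign from one gene to the next, and the energy of a chromosome was the sum over its genes of the products with their neighbours. Both were set against 100000 random gene orders, with a limit of 2 SD. Loess curves used windows of about 50 genes. Expression classes were 0.1 to 10, 10 to 100 and above 100 RPKM. In the 90 no-genotype-difference comparisons, the mean and SD of random orders came from closed formulas. A pseudocount of 1 was added before taking log2 of normalised counts of single cultures. Differences between the genotypes in one value per culture were tested with exact permutation tests, two-sided, over 126 relabelings or, within set 2, over 35. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.

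Genes were named by a rule set in advance. It takes *Hmgn1*, *Lipi* and *Zbtb21* where they were tested, and the 5 DEGs within the duplicated region with the largest fold change. Outside the region it takes up to 5 DEGs that rose and up to 5 that fell, those with the largest absolute log2 fold change among genes whose normalised counts do not overlap between the genotypes. No DEG outside the region fell, and 2 rose.

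The alternatives tried were DESeq2's size factors in edgeR, TMM factors without the duplicated region, DESeq2 with and without its beta prior, no filter and a stricter filter on low counts, the culture set as a covariate, the replicate block, an adjusted p below 0.01 and each culture left out in turn. For fold changes along chromosomes, they were other fold changes, other thresholds for expressed genes, windows of about 30 and 100 genes, a limit of 3 SD, an adjusted permutation p, and removal of overlapping genes, of genes that do not code for protein, and of trends with mean expression or with GC content and gene length. The trends were fitted as splines with 8 knots, with the GC content of the longest transcript. The duplicated region was also kept in one alternative, and expression classes were also taken from the WT mean.

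The fits were tested on simulated data with the means, library sizes and dispersions of the real counts, no block structure, and 200 changed genes with a mean of at least 50 counts, 100 of them changed 1.5-fold and 100 changed 3-fold. The edgeR test on 14402 genes recovered 19 of the 1.5-fold and 90 of the 3-fold changes, with 7 false calls among 116. With the replicate block it recovered 4 and 83, with 6 false calls among 93. DESeq2 with its beta prior recovered 45 and 96, with 40 false calls among 181, and DESeq2 with its current defaults recovered 45 and 96, with 43 false calls among 184. Flips and energy were tested on 20 simulations of fold changes without clustering, in which 0.3 and 0.45 chromosomes passed 2 SD on average. With neighbours correlated at 0.3, the averages were 19.95 and 20 of 20 chromosomes.

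The human samples, the hippocampus RNAseq data and other experiments of the paper were not analysed here, apart from the paper's table of hippocampus fold changes on chromosome 1, which is used once among the other observations.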

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

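All tests of explanations in this part were chosen only after the results were seen. Each genotype was searched for single cultures far from the others of the same genotype, in total counts, in the expression of gene groups and in the named genes. Of 30 groups of cultures, 3 held such a culture, and 1.5 are expected by chance.

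The median log2 expression of low expressed genes relative to the WT mean was -0.065 in Dp1Tyb replicate 2, the lowest of the 5 Dp1Tyb cultures, and its gap to the next one was 0.721 of their whole range. A lower depth of the library was considered first. The total count of this culture ranked 2 from the lowest of the 5 Dp1Tyb cultures, so the culture with the lowest depth was another one. By its label, this culture is the only Dp1Tyb culture of set 2 with a number outside 7 to 10. The same-numbered WT replicate 2 was the lowest WT culture, at -0.033, and the deviations of the pair from the means of their genotypes correlated at 0.732 across genes. The result therefore cannot be told apart from a difference shared by same-numbered cultures or tied to the culture number. No biological explanation was tested.

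*Zbtb21* had 801 normalised counts in Dp1Tyb replicate 1, the highest of the Dp1Tyb cultures, with a gap of 0.749 of their range. Reads shared with the overlapping gene *C2cd2* were considered as an explanation. *C2cd2* was also highest in this culture, but only by 0.184 of its range, so it did not stand apart in the same way. *Ifnar1* had 3583 normalised counts in Dp1Tyb replicate 2, the lowest of the Dp1Tyb cultures, with a gap of 0.772 of their range. For a lower level of the whole duplicated region in that culture, the mean over the expressed genes of the region was compared. It was lowest in this culture too, and its difference from the next culture was -0.488 of the range. This is in the direction that the explanation gives but too small to set the culture apart by the rule used for *Ifnar1*, and a part played by the level of the region was not excluded. No biological explanation was tested for either gene, and all Dp1Tyb cultures were above all WT cultures for both.

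The other results are of RNA in Dp1Tyb MEFs at genes outside the duplicated region that the paper's text does not discuss. The nonagouti gene *a* (ENSMUSG00000027596) on chromosome 2 had a log2 fold change of 4.05. A linked strain variant around the gene would be seen in its neighbours, but of 134 other tested genes within 5 Mb, 0 (0%) had an unadjusted p below 0.05, against 3.13% of all tested genes. This test would miss a variant that acts on *a* alone. Reads shared with the overlapping gene *Raly* at a fixed rate would follow the level of *Raly*, and its log2 fold change was -0.045 (standard error 0.072). *Gm26937*, 578 kb proximal of the duplicated region, was at least 7.14-fold higher in Dp1Tyb cultures. For a duplication reaching past *Lipi* the ratio of copy number is 1.5, which is less than this lower bound. Reads shared with *Gapdh*, of which it is a processed pseudogene, would follow *Gapdh*, and the log2 fold change of *Gapdh* was 0.037 (standard error 0.271). For both genes, a candidate explanation is sequence carried with the engineered chromosome that differs from that of the WT embryos. A marker of the targeting construct would be such a sequence. For *Gm26937*, on chromosome 16, so would a strain variant at the gene itself. As *a* lies on chromosome 2, a variant at *a* would not be carried with the engineered chromosome. Counts per gene cannot test these explanations. The patterns cannot be told apart from them, and neither pattern is called biological here.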

How the results depend on the processing

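The tests and most alternatives were chosen before the data were examined. Chosen after seeing the data were the covariate for culture numbers 7 to 10 of set 2, the Xist and Ddx3y levels as covariates, edgeR's robust empirical Bayes step, the authors' deposited fold changes, the removal of adjacent gene families and the removal of the 1% of genes with the largest fold changes. Of the splits of the cultures given here, those for DEGs within and outside the duplicated region, for the SD and for the loess value were tests chosen only after the results were seen. The cause was not tested on these data for any of the changes given here.

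The number of DEGs, 24 with 22 within and 2 outside the duplicated region, was 68 (39 and 29) with DESeq2's current defaults and 67 (39 and 28) with its beta prior, and all 24 DEGs were among them. It was 0 with the replicate block in edgeR, beside 802 genes with an unadjusted p below 0.05, and 0 with the Xist and Ddx3y levels as covariates, beside 345. By chance alone, a share of 0.05 of the genes tested would have an unadjusted p below 0.05, so such counts are not counts of changed genes. With culture numbers 7 to 10 of set 2 as a covariate it was 12, of which 10 lay within the region, and at an adjusted p below 0.01 it was 2, with 2 within and 0 outside, beside 456 genes with an unadjusted p below 0.05. Without a filter on low counts, 14 DEGs lay within the region. With at least 10 counts in every culture, 0 lay outside, beside 418 genes with an unadjusted p below 0.05. The 9 fits that each left out one culture gave 2 to 26 DEGs, 2 to 23 within and 0 to 3 outside the region, beside 338 to 683 genes with an unadjusted p below 0.05. With DESeq2's size factors in edgeR, TMM factors without the region, the culture set as a covariate and the robust step, all 3 numbers stayed within 1.5 times their value.

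The mean fold change of the DEGs within the region was 1.55. It was 1.47 with DESeq2's beta prior, 1.58 with the covariate for culture numbers, 1.46 over all expressed genes of the region and 1.55 to 1.72 with each culture left out. The fit that gave 1.72 had only 2 DEGs in the region. It has no value with the replicate block or the Xist and Ddx3y levels as covariates, with which edgeR gave no DEG. The median log2 fold change of the region was above 0 under all 16 alternatives run for it, from 0.16 to 0.58. With the replicate block it was 0.41, and its exact permutation p of 0.125 is the smallest that design allows, so it can show neither a loss nor stability.

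Without shrinkage, the SD of log2 fold changes outside the region rose to 0.356 (DESeq2) and 0.361 (edgeR), and the largest loess value to 1.00 and 0.92. The loess value was 0.21 over about 30 genes and 0.096 over about 100 genes. Leaving out each culture in turn, the SD was 0.091 to 0.139 and the loess value 0.12 to 0.21.

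Higher energy than chance was found on 15 chromosomes, and on 11 to 16 under all alternatives except unshrunken fold changes, with 8 (DESeq2) and 7 (edgeR), and a limit of 3 SD, with 9. It was 13 to 15 with each culture left out. Fewer flips, on 5 chromosomes, depended on more settings. They were found on 11 chromosomes with expressed genes by mean minus 2 SD, 9 with a mean of at least 10 normalised counts, 9 with all genes with at least 1 count, 8 with protein-coding genes only and 8 with the covariate for culture numbers. They were found on 3 without adjacent gene families, 3 without the 1% of genes with the largest fold changes, 2 with the replicate block, 2 without overlapping genes, 1 past 3 SD and 1 by the Benjamini-Hochberg adjusted permutation p. Fits without one culture gave 2 to 8. In the no-genotype-difference comparisons, the medians of 8.5 and 15 chromosomes moved by more than 1.5 times only with a limit of 3 SD, to 3 and 9.

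The shift of expression classes changed sign when single cultures were left out. It became 0.0097 for low expressed genes without WT replicate 1, -0.0022 for medium without Dp1Tyb replicate 2 and -0.010 for high without WT replicate 1. Over the 9 fits it ran from -0.0075 to 0.0097, from -0.0022 to 0.049 and from -0.010 to 0.075. No alternative brought any of the 3 classes to a permutation p below 0.05.

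For the named genes, 106 of the values under alternatives chosen in advance kept their side of the threshold, 43 lost it and 2 gained it. Under those chosen later, 17 kept it and 10 lost it. No named gene reversed its direction.

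The 9 cultures were also split at random into 5 and 4, in 100 splits that include the real one. With edgeR, 2 of these gave as many DEGs, 1 as many within the region and 5 as many outside it. With DESeq2 and its beta prior, 9 of the 100 splits gave at least the 67 DEGs of the real one, and the most in any split was 1054. As many chromosomes with higher energy were found in 51 splits and with fewer flips in 87, as large an SD in 60 and as large a loess value in 67. The other split with as many DEGs had 34, none of them within the region. It parted WT replicate 4 and Dp1Tyb replicates 3, 4 and 5, the cultures numbered 7 to 10 of set 2, from the rest. As 3 of these 4 cultures are Dp1Tyb, the numbering and the genotype cannot be fully told apart. In the 16 splits that part every same-numbered pair as the real one does, edgeR gave as many DEGs in 1 split, as many within the region in 1 and as many outside it in 1, and DESeq2 with its beta prior gave as many DEGs in 1. As many chromosomes with higher energy were found in 3 of these 16 and with fewer flips in 13, as large an SD in 5 and as large a loess value in 7. A share below 0.05 is out of reach with 16 splits. The other splits keep both cultures of some pair on one side.

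Depth limits *Gm26937* to a lower bound of its fold, and left *Lipi* untested. On simulated data the edgeR test found 19 of 100 changes of 1.5-fold, so the 22 DEGs within the region are not a count of all genes that rose there. The replicate block, with no block structure in the simulated data, lowered this to 4 of 100. DESeq2 with its beta prior found 45, but with 40 false calls among 181, against 7 among 116 for edgeR.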

Differences from the paper's values

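The edgeR quasi-likelihood test gave 24 DEGs in Dp1Tyb vs WT MEFs against the paper's 66, with 22 against the paper's 39 within the duplicated region and 2 against the paper's 27 outside it. Of the alternatives set before the data were examined, DESeq2 with its current defaults gave 68 DEGs, 39 within and 29 outside the region, and DESeq2 with its beta prior gave 67, with 39 and 28. None of the other alternatives set before the data were examined closed the gap: they gave 0 to 26 DEGs, 0 to 23 within and 0 to 3 outside the region, with 338 to 802 genes at an unadjusted p below 0.05. Some of them called genes that the paper calls and that are not among the 24. There were 40 such genes with either form of DESeq2, 4 without Dp1Tyb replicate 2, 3 with the culture set as a covariate, 2 without WT replicate 1, and 1 each with DESeq2's size factors in edgeR, with TMM factors without the region and with at least 10 counts in every culture. EdgeR's robust empirical Bayes step, chosen after seeing the values, called 2. DESeq2's beta prior together with another setting, combinations chosen after seeing the values, gave 94 DEGs with the culture set as a covariate, 98 with the replicate block, 60 with culture numbers 7 to 10 of set 2 as a covariate, 58 with the Xist and Ddx3y levels as covariates and 42 to 95 with each culture left out in turn. These shared 63, 55, 52, 49 and 41 to 62 genes with the paper's DEGs. Of the paper's DEGs outside the region, 19 were lower in Dp1Tyb MEFs, whereas both DEGs found here outside it were higher. The direction of these 19 genes was the same in the edgeR fit, and only the threshold was not reached. Their edgeR log2 fold changes ran from -1.79 for *Foxd3* to -0.24 for *Snx17*. DESeq2 with its beta prior called 28 DEGs outside the region, of which 20 were lower.

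For chromosomes, the paper's counts in MEFs were 7 with fewer flips and 16 with higher energy, and those found here were 5 and 15, of which 4 and 14 are also coloured as significant in Fig. 7c and d, read by eye. With the authors' deposited fold changes in place of those fitted here, chosen after seeing the values, the counts were also 5 and 15. The paper's text states that flips were reduced on most chromosomes of Dp1Tyb MEFs and shows Mmu6 as the example in Fig. 3c. More than 10 chromosomes had fewer flips here only with expressed genes by mean minus 2 SD, with 11, among all settings run. Mmu6, Mmu7 and Mmu17 are coloured there for flips, and here they were at -1.90, -1.80 and -1.59 SD. Mmu6 passed 2 SD with expressed genes by mean minus 2 SD, with a mean of at least 10 normalised counts, with protein-coding genes only, without WT replicate 2 and without Dp1Tyb replicate 3. Mmu7 passed it with edgeR's fold changes, with expressed genes by mean minus 2 SD, with a mean of at least 10 normalised counts, with all genes with at least 1 count, with protein-coding genes only, with the trend of mean expression or of GC content and length removed, and without WT replicate 2, 3 or 4 or Dp1Tyb replicate 3, 4 or 5. It also did so with the covariate for culture numbers and with the Xist and Ddx3y levels, both chosen after seeing the values. Mmu17 passed it with expressed genes by mean minus 2 SD, with a mean of at least 10 normalised counts, with all genes with at least 1 count and without Dp1Tyb replicate 2. For energy, Mmu14 and Mmu17 are coloured in the figure, and here they were at 1.81 and 1.3 SD. Mmu14 passed 2 SD with the culture set as a covariate, with the replicate block, with expressed genes by mean minus 2 SD, with a mean of at least 10 normalised counts, with all genes with at least 1 count, without WT replicate 4 and without Dp1Tyb replicate 3, and it passed by the adjusted permutation p. With the Xist and Ddx3y levels and without the 1% of genes with the largest fold changes, both chosen after seeing the values, it passed as well. Mmu17 passed with all genes with at least 1 count and without WT replicate 1. Past 2 SD here but not coloured in the figure were Mmu18 for flips (-2.36) and Mmu9 for energy (2.13).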

Other observations

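The tests of differences between culture sets for energy, of GC content and gene length bias and of overlapping genes were chosen before their results were seen, and all other tests in this part only after.

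Technical explanations were tested for the clustering of fold changes along chromosomes in Dp1Tyb vs WT MEFs, where 15 of 20 chromosomes had higher energy than chance. With the trend of GC content and gene length removed, against GC content and gene length bias, 13 chromosomes were past 2 SD, all 13 of them among the 15. Without genes that overlap another one, against reads shared between overlapping genes, there were 11, and without adjacent gene families there were 11, in each case all among the 15. For "a few genes with large fold changes", leaving out such genes gave 13, of which 12 were among the 15. None of these corrections removed the higher energy. Fewer flips than chance, on 5 chromosomes without a correction, were still on 5 with the trend of GC content and gene length removed. They were on 2 without overlapping genes, 3 without adjacent gene families and 3 without the 1% of genes with the largest fold changes. By chance, 0.455 are expected. The clustering measured by flips was thus partly lost when genes were left out, and the effect of having fewer genes was not tested apart. As many chromosomes with higher energy were found in 51 of the 100 splits of the cultures, the real one included. Among the 16 splits that part the same-numbered pairs as the genotype does, the number was 3 and the median was 13 chromosomes, and these splits are too few to tell whether the genotype adds to the clustering. In no-genotype-difference comparisons, the difference between culture sets was in the predicted direction but small, a median of 15.5 chromosomes with both cultures of set 1 on one side against 14.5 on opposite sides, a difference of 1. For flips the medians were 8 on one side and 9 on opposite sides, against the predicted direction. These comparisons share cultures, and set 1 holds only the pair of cultures numbered 1, so they cannot bound the part played by the culture sets. With the culture set as a covariate, Dp1Tyb vs WT also had 15 chromosomes with higher energy. A candidate explanation that these tests leave in place is co-variation of neighbouring genes between cultures. The fold changes of expressed genes correlated at 0.098 for adjacent genes, 0.055 for genes 2 apart, 0.026 for 5 apart and 0.010 for 10 apart. The medians over the no-genotype-difference comparisons were 0.109, 0.050, 0.020 and 0.011. These correlations are across genes, which are not independent replicates. They were not tested for a difference, and no biological explanation was tested.

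Of the 27 DEGs that the paper finds outside the duplicated region, 19 were lower in Dp1Tyb MEFs, and several of them, such as *Sox10*, *Foxd3* and *Erbb3*, chosen here after their values were seen, are known from the Schwann cell lineage. For each of these 3 genes, every Dp1Tyb culture had fewer normalised counts than every WT culture. *Sox10* had between 196 and 440 normalised counts in WT and between 42.6 and 178 in Dp1Tyb cultures (exact permutation test, two-sided, p = 0.0159). In the edgeR test its log2 fold change was -1.71 (adjusted p = 0.403 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The first hypothesis was a smaller share of Schwann cell lineage cells in the Dp1Tyb cultures. It was tested on 20 other markers of this lineage that are not among the paper's DEGs. Their mean log2 expression relative to the mean of all cultures was 0.27 ± 0.257 (SD, n = 4) in WT and -0.22 ± 0.336 (SD, n = 5) in Dp1Tyb cultures, a difference of -0.49, which did not reach the threshold (exact permutation test, two-sided, p = 0.0635). This test ignores the replicate numbers. The score was lower in the Dp1Tyb culture in all 4 same-numbered pairs, by differences from -0.69 to -0.22 (exact permutation test within pairs, two-sided, p = 0.125, the smallest p that 4 pairs allow). For a difference between culture sets, the comparison within set 2 gave -0.45 (exact permutation test, two-sided, p = 0.171), so the direction did not depend on set 1. The second hypothesis was co-variation of the genes between cultures of one genotype. After removal of the genotype means, 17 of the lower genes correlated with *Sox10* over the cultures with a median of 0.845, which is at percentile 100 of 10000 random lists of genes with matched expression. As these genes were picked as lower genes, many of one lineage, they would follow each other with or without an effect of the genotype, so this value cannot weigh for or against one. A smaller share of such cells with the genotype and variation from culture to culture both remain as hypotheses, found and tested on the same data.

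The cultures numbered 7 to 10 of set 2, set against the others, gave 34 DEGs, none of them within the duplicated region. As 3 of these 4 cultures are Dp1Tyb, their numbering and their genotype cannot be fully told apart. One hypothesis was a larger macrophage content in the cultures numbered 7 to 10 of set 2, tested on 19 macrophage markers. Their score was between 0.56 and 1.89 in these 4 cultures and between -2.80 and 0.43 in the other 5 (exact permutation test, two-sided, p = 0.0317). Both the split and the markers were chosen after the data were seen, so the test cannot decide, and a different macrophage content remains a candidate explanation for the DEGs of this split. Another hypothesis was macrophage content rising with the culture number, tested over the 7 cultures of set 2. Spearman's rho was 0.714 (exact permutation p = 0.0881, two-sided, adjusted p = 0.176) and Pearson's r was 0.475 (exact permutation p = 0.282, two-sided, adjusted p = 0.282). Without the 2 cultures farthest from the median number, r was 0.658. The adjustment covers rho and r over all 7 cultures, and neither passed 0.05. The r without 2 cultures was not tested. Set 1 holds too few cultures for the same relation. Apart from macrophage content, no biological explanation was tested.

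Xist had between 16467 and 34269 counts in WT replicates 1 and 4 and Dp1Tyb replicate 5, and Ddx3y between 1862 and 2666 counts in WT replicates 2 and 3 and Dp1Tyb replicates 1, 2 and 3. Dp1Tyb replicate 4 was at the low level of both, with 94 counts of Xist and 12 of Ddx3y. For 2 active X chromosomes, the RNA of X-linked genes would be higher. The median of 487 X-linked genes in Dp1Tyb replicate 4 over the mean of the other Dp1Tyb cultures was 1.01, so this explanation was not borne out. *Kdm6a* had 590 counts in this culture, within the 557 to 712 of the cultures with high Ddx3y and below the 915 to 1484 of those with high Xist. Loss of a sex chromosome is a candidate explanation, which was not tested further, and no other biological explanation was tested. The duplicated region was as high in this culture as in the other Dp1Tyb cultures, with a median log2 expression of 0.58 relative to the WT mean. When the cultures with high Ddx3y were set against the others, 5 genes were DEGs. With the Xist and Ddx3y levels as covariates of genotype, the number of DEGs was 0, beside 345 genes with an unadjusted p below 0.05, of which 58 lay within the duplicated region. This fit spends 2 more degrees of freedom on 9 cultures, and the effect of that was not tested apart from the levels themselves.

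The duplicated region held 0.585% ± 0.0215 (SD, n = 4) of all counts in WT and 0.878% ± 0.0553 (SD, n = 5) in Dp1Tyb cultures. The first principal component of log2 expression held 48.7% of the variance and did not part the genotypes: WT cultures lay between -33.8 and 40.6 and Dp1Tyb cultures between -76.4 and 36.0, with replicate 2 at the lowest value.

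The fold changes of expression classes were also compared across genes with the 3 comparisons of a pair of WT cultures with the other pair, by the two-sided Mann-Whitney test that the paper uses. Genes are not replicates, so these p-values describe the genes of these cultures alone. For low expressed genes, the median in Dp1Tyb vs WT was -0.0033. With the pair that holds WT replicate 1 put first, the WT medians were 0.014 to 0.025, above it, with p from 1.5e-69 to 2.9e-65. With the pairs in the reverse order, the WT medians lay below it, with p from 7.9e-31 to 2.1e-21. The direction of the difference for low expressed genes thus followed the order of the WT pairs, which is arbitrary. For high expressed genes it did so in all 3 comparisons as well. For medium expressed genes, with a median of 0.026 in Dp1Tyb vs WT, it did so in 2 of the 3. In the other, WT replicates 1 and 2 against 3 and 4, the p was 2.4e-139 in this order and 0.245 in the reverse order.

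Over 440 genes of chromosome 1, the log2 fold changes found here in MEFs correlated with the paper's log2 fold changes in Dp1Tyb vs WT hippocampus with r = 0.166 and rho = 0.197. These correlations are across genes, which are not independent replicates, and the other chromosomes were not analysed here.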
